# PTHrP Regulates Fatty Acid Metabolism via Novel lncRNA in Breast Cancer Initiation and Progression Models

**DOI:** 10.3390/cancers15153763

**Published:** 2023-07-25

**Authors:** Rui Zhang, Jiarong Li, Dunarel Badescu, Andrew C. Karaplis, Jiannis Ragoussis, Richard Kremer

**Keywords:** PTHrP, RNA-sequencing, PyMT mouse model, breast cancer, LncRNAs, Scd1

## Abstract

**Simple Summary:**

The 5-year survival rate for women with metastatic breast cancer is 29%. Potential biomarker identification is important for new treatment modalities in affected patients. Previous studies have shown that Parathyroid hormone-related peptide (PTHrP) plays a critical role in breast cancer growth and metastasis. Our study aimed to use a genetically modified breast cancer mouse model to precisely examine the role of PTHrP from early primary breast cancer initiation to late progression. We identified a novel long non-coding RNA (lncRNA), a new target for fatty acid metabolism that can be regulated via PTHrP in our unique mouse breast cancer model. We confirmed that a potential human lncRNA, OLMALINC, plays a similar role in fatty acid metabolism that can be regulated via PTHrP and validated our mouse findings in human breast cancer cell lines. Genetically engineered mouse models provide valuable tools to study the molecular metabolism for breast cancer progression.

**Abstract:**

Parathyroid hormone-related peptide (PTHrP) is the primary cause of malignancy-associated hypercalcemia (MAH). We previously showed that PTHrP ablation, in the MMTV-PyMT murine model of breast cancer (BC) progression, can dramatically prolong tumor latency, slow tumor growth, and prevent metastatic spread. However, the signaling mechanisms using lineage tracing have not yet been carefully analyzed. Here, we generated Pthrpflox/flox; Cre+ mT/mG mice (KO) and Pthrpwt/wt; Cre+ mT/mG tumor mice (WT) to examine the signaling pathways under the control of PTHrP from the early to late stages of tumorigenesis. GFP+ mammary epithelial cells were further enriched for subsequent RNA sequencing (RNAseq) analyses. We observed significant upregulation of cell cycle signaling and fatty acid metabolism in PTHrP WT tumors, which are linked to tumor initiation and progression. Next, we observed that the expression levels of a novel lncRNA, GM50337, along with stearoyl-Coenzyme A desaturase 1 (Scd1) are significantly upregulated in PTHrP WT but not in KO tumors. We further validated a potential human orthologue lncRNA, OLMALINC, together with SCD1 that can be regulated via PTHrP in human BC cell lines. In conclusion, these novel findings could be used to develop targeted strategies for the treatment of BC and its metastatic complications.

## 1. Introduction

Nearly 30% of women initially diagnosed with early-stage breast cancer (BC) will present with metastases to distant organs, such as bones, lungs, liver, and brain, in addition to lymph nodes [1,2]. The 5-year survival rate for patients with localized BC is 90%; however, this survival rate drops to 28.1% in patients diagnosed with metastatic BC [2]. The biological processes underlying metastasis and therapeutic resistance are not yet fully understood, which hampers the development of personalized treatment interventions. In recent years, genome-wide analyses of BC have revealed that this is a heterogeneous disease comprising many subtypes with different treatment responses and clinical outcomes. Based on the presence or absence of the estrogen-receptor (ER), progesterone-receptor (PR), and human epidermal growth factor receptor 2 (HER2) status, BC can be classified into three clinical subtypes: hormone-receptor (HR) positive (HR+; ER+, PR+/−, and HER2−), HER2 positive (HER2+), and triple negative (TN; ER−, PR−, and HER2−) [3]. Five distinct molecular subtypes have been further defined based on gene expression profiling: luminal A, luminal B, HER2-enriched, basal-like, and normal-like. The luminal A subtype is a low-grade, slow-proliferating cancer, whereas the luminal B subtype is a more aggressive cancer with an accelerated proliferating rate [4]. Spontaneous BC mouse models are the most widely used because they can fully recapitulate the tumorigenesis from early- to late-stage metastasis. The most common genetic manipulations in BC models include the overexpression of several mammary oncogenes (e.g., PyMT, neu/ErbB2/HER2, Myc, Ras, SV40 Tag, cyclin D1, and Wnt1) or the specific deletion of tumor suppressor genes such as p53 [5].

PTHrP was initially identified as a humoral factor that underlies the development of hypercalcemia in malignancy, a severe complication in patients with advanced-stage cancers [6]. It is expressed in almost all normal tissues and involved in a wide range of normal developmental and physiological processes, including the regulation of proliferation and differentiation [7]. PTHrP is frequently overexpressed in a wide range of cancers, including breast, prostate, lung, colon, and pancreatic cancer [8,9]. Its expression has been shown to be under the control of numerous growth and angiogenic factors such as transforming growth factor beta (TGF-β), epidermal growth factor (EGF), platelet-derived growth factor (PDGF), and vascular endothelial growth factor (VEGF) [8]. Upon binding to the parathyroid hormone receptor 1 (PTHR1), PTHrP can activate intracellular cyclic 3′, 5′-adenosine monophosphate (cAMP), which further activates both the adenylyl cyclase/protein kinase A (PKA) pathway as well as the calcium/inositol phosphate/protein kinase C, AKT, Cyclin D1 as well as CREB and RUNX transcription factors [10,11,12,13,14]. Most human and animal studies have reported PTHrP as a pro-tumorigenic factor associated with a higher risk of metastasis in breast, lung, head and neck, lymphoma, prostate, and colon cancers [10,14,15,16,17,18,19]. However, some studies have linked PTHrP expression in BC patients to improved outcomes, and the ablation of PTHrP in a late-onset mammary cancer model has been shown to increase tumor progression and impair animal survival [20,21]. Current paradoxical results suggest an incomplete understanding of the role of PTHrP during tumor initiation and progression. How PTHrP fundamentally is involved in regulating these critical signaling pathways of BC initiation and progression remains elusive.

Next-generation sequencing (NGS) technology has revolutionized the field of cancer research over the last decade and a half. It unravels the fact that only about 2% of the human genome is annotated as protein-coding genes, whereas up to 98% of the transcriptional output is made of non-coding RNAs (ncRNAs) [22]. According to their length, ncRNAs can be further categorized as short ncRNAs (sncRNAs) of 18–35 nt in length, such as microRNAs (miRNAs), piwi-interacting RNAs (piRNAs), small interfering RNAs (siRNAs), and long non-coding RNAs (lncRNAs) ranging from 200 nt to 100 kilobases. Among them, lncRNAs are differentially expressed in tumors, and they are directly linked to the transformation of healthy cells into tumor cells [23]. Recent data show that lncRNAs can regulate several critical enzymes involved in lipid metabolism in which dysfunctions have been linked to oncogenic activation and the maintenance of cancer cell survival and metastatic potential [24]. For example, the Highly Up-Regulated In Liver Cancer long non-coding RNA (lncRNA-HULC) can activate the acyl-CoA synthetase subunit ACSL1, contributing to the malignant development of hepatocellular carcinoma [25]. In colon tumor cells, the lncRNA, UHRF1 protein-associated transcript (UPAT), together with the protein-associated transcript, Ubiquitin Like With PHD And Ring Finger Domains 1 (UHRF1), can up-regulate stearoyl-CoA 9-desaturase-1 (SCD1), which is a key enzyme for the control of lipid synthesis in cancer cells [26].

Our own work, using a mouse mammary tumor virus-polyoma middle tumor-antigen (MMTV-PyMT) oncoprotein mouse model of BC, has established that PTHrP is a key regulator of tumor initiation and progression [14]. We also demonstrated that PTHrP can regulate epithelial-to-mesenchymal transition (EMT) and cancer cell stemness during BC bone metastasis [27]. In this current study, we generated Pthrp*^flox/flox^*; Cre^+^ and Pthrp*^wt/wt^*; Cre^+^ mT/mG, PyMT BC mouse model, which allowed us to specifically trace and enrich the green fluorescent protein (GFP) mammary epithelial cells from early- to late-stage carcinoma. We applied comprehensive and unbiased transcriptome analyses to compare the gene expression profile between Pthrp*^wt/wt^*; Cre^+^ and Pthrp*^flox/flox^*; Cre^+^ tumors from three distinct stages of BC progression (hyperplasia, adenoma, and carcinoma). We demonstrate that the disruption of PTHrP expression has a significant impact on tumor growth mainly via its regulation of gene expressions involved in several cancer hallmark signaling pathways, including cell cycle and metabolic adaptation. Moreover, we provide novel insights into the molecular mechanism of PTHrP as an oncogene that can activate a key enzyme, SCD1, for fatty acid metabolism via a cis-acting mechanism of a nearby lncRNA. Therefore, we propose that targeting these novel pathways driven by PTHrP can be beneficial in the treatment of BC.

## 2. Materials and Methods

### 2.1. Mouse Lines and Breeding

All animals were housed in the Research Institute of the MUHC Animal Resources Division, and all animal protocols were reviewed and approved by the Glen Facility Animal Care Committee (FACC). MMTV-PyMT [28] and MMTV-Cre mice [29] on a pure FVB/NJ background were kindly supplied by Dr. William Muller (McGill University Cancer Center). C57BL/6 *Pthrp* floxed mice (*Pthrp^flox/flox^*) [30] were backcrossed 9 generations to FVB animals. Crossing *Pthrp* floxed or *Pthrp^wt/wt^* mice with PyMT-MMTV strain [28] or MMTV-Cre [29] mice (FVB background) produced PyMT-MMTV; *Pthrp^flox/flox^*; *Cre^+^* (knockout) and PyMT-MMTV; *Pthrp^wt/wt^*; *Cre^+^* (wild-type) tumor mice. ROSA mTmG reporter mouse line (mTmG) was obtained from the Jackson Laboratory (Bar Harbor, ME, USA). For lineage-tracing and RNAseq experiments, PyMT-MMTV; *Pthrp^flox/flox^*; *Cre^+^* and PyMT-MMTV; Pthrp *^wt/wt^*; *Cre^+^* mice were crossed with ROSA mT/mG mice.

### 2.2. Mice Genotyping

The genotyping of the PyMT, *Pthrp*, and *Cre* transgenes was performed via standard PCR using primer sets as described previously [14]. Genotyping was performed on DNA isolated using standard protocols from tail snips obtained at or just before weaning of litter. In brief, PCR reaction was carried out as follows: 94 °C for 30 s, 64 °C for 1 min, 72 °C for 1 min, and 35 cycles. The IVIS^®^ Spectrum in vivo imaging system was applied to measure the tail epifluorescence, which is sufficient to identify ROSA mTmG mice from wildtype mice.

### 2.3. HE Staining

Frozen tissues kept at −80 °C were fixed in 70% ethanol. Fixed tissues were stained with hematoxylin and eosin (H&E) by Leica Autostainer (Histopathology Platform in Research Institute of MUHC). Hematoxylin and eosin-stained permanent sections were examined using an Olympus IX51 microscope (Olympus, Tokyo, Japan) equipped with an Olympus DP71 camera (Olympus).

### 2.4. Confocal Microscopy

Fresh tissues were frozen at −80 °C and sectioned at 10 µm using a cryostat (Histopathology Platform in Research Institute of MUHC). Confocal images were acquired using a Zeiss LSM780-NLO Laser Scanning Confocal with IR-OPO lasers microscope, a 10×/0.30 WD = 5.2 objective, and Zen2012 image acquisition software (Molecular Imaging Platform in Research Institute of MUHC).

### 2.5. Isolation of Primary Mammary Gland and Breast Tumor

Primary tissues (tumor or gland) were isolated via stepwise mechanical disruption and enzymatic digestion according to our published protocols [14]. Tissues were harvested from 6- to 10-week-old mice, minced with a scalpel, and incubated for digestion for 2 h at 37 °C with gentle rocking in FBS-free DMEM (Multicell, Wisent Inc., St. Bruno, QC, Canada) supplemented with 2.4 mg/mL collagenase B and 5 U/mL dispase II (4942078001, Roche, Switzerland). Tissue fragments were washed with PBS, centrifuged, and resuspended in DMEM with 10% Fetal Bovine Serum (Gibco, US Origin, Waltham, MA, USA), 100 IU/mL penicillin, and 100 ug/mL streptomycin (Multicell, Wisent Inc., St. Bruno, QC, Canada).

### 2.6. FACS of Single GFP^+^ Cells

Breast tumor cells (from PyMT-MMTV; *Pthrp^flox/flox^*; *Cre^+^*; mTmG and PyMT-MMTV; Pthrp*^wt/wt^*; *Cre^+^*; mTmG mouse) or mammary epithelial cells (from *Pthrp^flox/flox^*; *Cre^+^*; mTmG and Pthrp*^wt/wt^*; *Cre^+^*; mTmG mouse) were harvested after 48 h incubation in DMEM with 10% FBS. The cells were washed in PBS, filtered through 40 μm cell strainers, and resuspended in complete DMEM before sorting. Following doublet exclusion using FSC-A and FSC-H scatter plot, GFP and/or tdTomato (mTd) expressing cells were sorted on a BD FACS Aria Fusion (BD Bioscience, Franklin Lakes, NJ, USA) at Immunophenotyping Platform in the Research Institute of MUHC. For the RNAseq experiments, a minimum of 20,000 single cells were sorted.

### 2.7. RNA Isolation and Sequencing

Total RNA was isolated either directly from the sorted GFP^+^ tumor cells or mammary epithelial cells after FACS using the miRNeasy mini kit (Qiagen, Venlo, The Netherlands) according to the manufacturer’s protocol. RNA quantity was assessed using Qubit 4 Fluorometer (Invitrogen, Montréal, QC, Canada), and RNA quality was evaluated using Agilent TapeStation (Agilent Technologies, Waldbronn, Germany).

For high-throughput sequencing, RNA samples were required to have an RNA integrity number (RIN) ≥ 7. The RNAseq transcriptome strand library was prepared by following the TruSeqTM Stranded Total RNA kit from Illumina (San Diego, CA, USA) using 100 ng of total RNA for each sample. Briefly, ribosomal RNA (rRNA) depletion was achieved using an Illumina Ribo-Zero Magnetic kit. First-strand cDNA synthesis used Super strand synthesis Act D kit containing random primers and Super Script II reverse transcriptase to convert the original mRNA to complementary cDNA. Second-strand cDNA synthesis involves the removal of the original RNA template and synthesizes a replacement strand, incorporating dUTP in place of dTTP to generate ds cDNA. After cDNA synthesis, a single “A” nucleotide is added to the 3′ ends of the blunt fragments to prevent them from ligating to one another during the adapter ligation reaction. During the adapter ligation process, each sample has a different RNA adapter index for identification in subsequent data analyses (Illumina^®^ Nextera™ DNA Unique Dual Indexes, San Diego, CA, USA). AMPure XP beads were used to purify the ds cDNA from the second strand reaction mix and leaving exclusively the blunt-ended cDNA for the subsequent DNA enrichment. The PCR was performed with a PCR primer cocktail that anneals to the ends of the adapters to exclusively enrich and amplify those DNA fragments that have adapter molecules on both ends. Only the first strand cDNAs were amplified in this step. After quantification using LightCycler^®^ 96 Instrument with KAPA library quantification kit, the paired-end RNA-seq library was sequenced with Illumina NovaSeq6000 at McGill Genome Center according to the standard protocol.

### 2.8. RNA-Seq Analyses

Sequences were aligned using Hisat first against the mouse transcriptome as defined by Gencode gene models M16 [31], with default parameters and the remaining unmapped genes to the Ensembl GRCm38 reference mouse genome [32]. Aligned reads from multiple read groups belonging to the same sample were indexed, sorted, and merged using sambamba v0.5.4 [33], a faster implementation of the Samtools algorithms [34]. Amplification duplicates were removed using Picard tools v1.128. Various quality controls from the RNASEQC package were used, including the genes detected, mapping rates, duplication rates, and intronic rates, based on metrics collected for each sample used [35]. HTSeq Count [36] was applied to enumerate the counts for each gene using the Gencode M16 GTF. All statistical analyses were carried out with R v3.6.2 [37]. We performed minimal pre-filtering, keeping only genes having at least 10 reads. Differential expression and principal component analysis (PCA) were performed using Deseq2 and R standard packages [38]. 

### 2.9. Time-Course Data Analyses

To find gene expression trends along tumor initiation and progression and detect the fundamental differences between PTHrP WT and KO tumors, the means of normalized expression reads of 1193 DEGs from three PTHrP WT 6-week tumor samples (compared to two 6-week WT normal gland samples) and 572 DEGs from three PTHrP KO 8-week tumor samples (compared to two 8-week KO normal gland samples) were used as an input to analyze the temporal expression patterns during BC progression including hyperplasia, adenoma and carcinoma stages. We then used k-means clustering to group these DEGs based on their normalized mean expression. We plotted the number of clusters against the total within-cluster SS (sums of squares), and K means = 3 was selected as the optimal one. GSEA (Gene Set Enrichment Analyses) was used to investigate hallmark gene sets (“Hallmark gene sets summarize and represent specific well-defined biological states or processes and display coherent expression”, as defined by GSEA) [39].

### 2.10. Correlation Analyses between lncRNA and Protein Coding Genes

The cis-regulatory target protein-coding genes by lncRNAs were identified via the following procedures. For each lncRNA, we identified protein-coding genes as “cis-regulated protein-coding genes” when (1) the mRNAs locus is within 500 k windows up- and downstream of the given lncRNA, and (2) the Pearson correlation of lncRNA-protein coding genes expression is significant (*p*-value of correlation less than 0.01). For each pair, Pearson correlation was performed to assess the correlation. Pearson correlation coefficients were calculated using cor() function, and *p* values were obtained using corr.test() from library(‘psych’) in R.

### 2.11. Cell Culture

Murine 4T1 and E0771 BC cells provided by Dr. Shafaat Rabbani (Department of Medicine, McGill University, Montréal, QC, Canada); human MDA-MB-231 and BT549 BC cells obtained from ATCC (Manassas, VA, USA) were cultured in DMEM (Multicell, Wisent Inc., St. Bruno, QC, Canada) supplemented with 10% FBS (Gibco, US Origin), 100 IU/mL penicillin, and 100 ug/mL streptomycin (Multicell, Wisent Inc., St. Bruno, QC, Canada). All cell lines were cultured in a cell culture incubator at 5% CO_2_ at 37 °C. Mouse anti-PTHrP monoclonal antibodies PA158 used in this study is a PTHrP-specific mouse monoclonal antibody (mAb) (subclass IgG3) against hPTHrP1–33 peptide. This mAb is highly specific: no reaction with PTH and no cross-reactivity between antibodies and other fragments of PTHrP as described in US patent # US78977139B2. 

### 2.12. CRISPR/Cas9 Genetic Knockout

To generate a genetic knockout of human Pthlh, a U6G RNA-Cas9-2A-redfluorescence protein vector (Invitrogen, Montréal, QC, Canada) was constructed with a human Pthlh-specific guide RNA directed to exon 4 for knockout/KO) or an empty vector for control (Pthlh^WT^ cells used as controls were transfected with the empty vector). The single guide RNA (sgRNA) sequence CGTCGCCGTAAATCTTGGATGG was inserted into the vector pCMVcas-9-RFP. The plasmid sequence was confirmed by sequencing at Genome Québec, McGill University (Montréal, QC, Canada). MDA-MB-231 cells grown to 40% to 80% confluency in antibiotic-free DMEM medium with 10% FBS were transfected with 2–3 μg of DNA using the PLUS transfection reagent (Thermo Fisher, Waltham, MA, USA). Cells were grown for 24 h, trypsinized, and selected via fluorescence-activated cell sorting (FACS) (FACS-Aria II cell sorter: BDBiosciences, Mississauga, ON, Canada) for red fluorescent protein. Single clones were isolated using an autoMACS Pro Separator (Miltenyi Biotec, Somerville, MA, USA) and expanded in single wells (96-well plate). DNA sequencing was conducted on isolated clones to confirm knockout status. This protocol has been described in detail in our previously published paper [27]. 

### 2.13. Quantitative Real-Time PCR (qRT-PCR) Assays

Single-stranded cDNA was synthesized from 1 µg of total RNA using 5X All-In One RT MasterMix Kit (Abm) followed by qPCR with PowerUp SYBR Green Master Mix (Applied Biosystems, Foster City, CA, USA) on a ViiA 7 Real-Time PCR System (Applied Biosystems). A standard program for the qPCR thermocycler was as follows: 10 min at 95 °C for the initial activation step followed by 40 cycles of 95 °C for 15 s, 52 °C for 15 s for denaturation, and 72 °C for 1 min annealing/elongation, and with subsequent melting curve analyses. Mouse Gapdh and Hprt were used as endogenous controls to normalize each sample. The samples were run in triplicate. Primer sequences are provided in Supplementary Table S3.

### 2.14. Antisense Oligonucleotide (ASO)-Mediated Knockdown (KD)

Mouse primary tumor cells were seeded at a density of 500,000 cells/well (1000 mL per well) into 6-well plates. Transfection-free uptake of ASOs was accomplished by adding 5 µM of either a lncRNA-specific ASO or scrambled ASO (scASO) to the primary cell culture medium immediately after seeding the cells. The plates were incubated in a 5% CO_2_ incubator at 37 °C for indicated time points, and RNA was isolated using the RNeasy 96 kit (QIAGEN) according to the manufacturer’s instructions. qRT-PCR was performed to check the knockdown efficiency. ASO sequences are provided in Table S3.

### 2.15. Cell Viability Assays

A day prior to treatment with ASOs, PyMT primary tumor cells were cultured for adherence in 96-well plates in DMEM media with 10% FBS at a density of 15,000 cells/well (100 μL per well) at 37 °C under 5% CO_2_. The growth media was aspirated and overlayed with new media containing 10% FBS and 5 μM of either a lncRNA-specific ASO or scASO. After gentle mixing, the cells were grown for 72 h at 37 °C. A 5% final concentration of PrestoBlue^®^ was added to each well and incubated for 2 h at 37 °C. Fluorescence intensity (top-read) was measured using a multi-well plate reader (Tecan Infinite 200 Pro, Tecan, Männedorf, Switzerland) with excitation at 560/10 nm and emission at 590/10 nm at a 50% fixed gain.

### 2.16. Cell Invasion Assay

Briefly, biocoat Matrigel invasion champers were from BD Bioscience (Cat354480), PyMT primary tumor cells were tested for Matrigel invasion for 36 h with GM50337-ASO 5 μM, scASO 5 μM or 5 μM Scd1 inhibitor and DMSO as described earlier [8]. Invading cells were counted after paraformaldehyde fixation and toluidine blue staining.

## 3. Results

### 3.1. Mouse Model for Fluorescence-Based Mapping of Mammary Epithelium

To generate mice in which the mammary epithelium-expressing membrane-targeted GFP is highlighted against the membrane-targeted red fluorescent backlight of stromal and nonepithelial-derived mammary gland tissues, we used our previously generated strains, including *Pthrp^wt/wt^*; *Cre^+^* tumor-free (PTHrP WT tumor-free), *Pthrp^wt/wt^*; *Cre^+^* tumor (PTHrP WT tumor), *Pthrp^flox/flox^*; *Cre^+^* tumor-free (PTHrP KO tumor-free), and *Pthrp^flox/flox^*; *Cre^+^* tumor (PTHrP KO tumor), that were crossed with mTmG mice. This process gave rise to four different genotypes of inbred mice (Figure 1A). 

In mammary epithelial cells where Cre recombinase is expressed (i.e., in the PTHrP WT and KO tumor-free), the mTd gene is excised, resulting in a loss of mTd fluorescence and a gain of mGFP expression. Accordingly, 3D and confocal fluorescent microscopy of normal mammary glands from tumor-free mice confirmed that all the ducts and alveoli of the mammary gland were GFP^+^, as expected (Figure 1B,C), whereas nonepithelial-derived mammary gland tissues such as adipose and connective-tissues (fibroblasts) were mTd^+^ (Figure 1B,C). Consistently, BC cells isolated from tumor mice were GFP^+^ from the early hyperplasia until the late carcinoma stage, indicating that BC cells are of epithelial origin (Figure 1C). To assess for unanticipated toxic effects of fluorescent protein (mTd or GFP) expression in the mammary gland, we performed histological staining of the mammary gland from tumor and tumor-free bearing animals. The histological appearance of the mammary gland was unremarkable using H&E-stained sections from these mice (Figure 1C). In line with our previous study, we observed no detectable differences in mammary gland development and lactation capacity following *Pthrp* ablation in female mice crossed with mTmG mice [14].

Furthermore, both mammary epithelial cells and BC cells could be identified as GFP positive via flow cytometry. Flow cytometry analyses of digested mammary tissues from tumor and tumor-free animals could clearly separate GFP+ cells from mTd+ cells (Figure S1). It should also be noted that a small number of cells were double positive (expressing both GFP and mTd). This may have been the result of cells in which the expressed mTd protein after Cre excision has not yet been completely removed or from recombination occurring in only one mTmG allele (but not both) in homozygous mice. Thus, the specific expression of GFP enabled us to purify mammary epithelial cells and breast tumor cells via fluorescence-activated cell sorting (FACS) for the subsequent in vitro RNAseq analyses.

### 3.2. Pthrp Ablation Modifies Fatty Acid Metabolism as well as Cell Cycle Events in BC Initiation and Progression 

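RNAseq data from 33 mice were analysed, with 1 library per mouse. Tumor mice carried the PyMT transgene, an oncogene that drives mammary tumors, and tumor-free mice did not. In PTHrP KO mice, Cre recombinase removes a loxP-flanked part of Pthlh, the gene that encodes PTHrP, in the mammary epithelium, and the same Cre switches a reporter from mTd to GFP. GFP+ cells were sorted after a short culture, and total RNA was depleted of ribosomal RNA (rRNA) before sequencing. PTHrP WT tumors were sequenced at 6, 8 and 10 weeks (3 mice each) and at 12 weeks (1 mouse), and PTHrP KO tumors at 8, 10 and 12 weeks (3 mice each). Tumor-free glands came from 2 WT mice each at 6, 8, 10 and 12 weeks and from 2 KO mice each at 8, 10 and 12 weeks. Table S1 lists 32 of these libraries. It does not list the WT tumor of 12 weeks, and the paper gives no reason for leaving it out. The authors aligned the reads to GRCm38 merged with reporter sequences, removed duplicates and deposited the number of reads counted on each gene, without normalization. Whether the counting used the strand of the reads is not stated, so overlapping genes on opposite strands can share reads. A second deposited table holds counts that the authors divided by a size factor for each library. Counted reads per library ranged from 31642985 to 108497913 in WT tumors (median 48619614, n = 10) and from 37061389 to 80187304 in KO tumors (median 46516985, n = 9). In tumor-free glands they ranged from 35228250 to 130981596 in WT mice (median 45669182, n = 8) and from 28419983 to 48948162 in KO mice (median 34556143, n = 6). All 33 libraries were fitted in one model with edgeR, with 1 coefficient per genotype, tissue and age, TMM normalization and edgeR's quasi-likelihood test. The 36527 genes with at least 10 reads summed over all libraries were tested. A gene was called a differentially expressed gene (DEG) at a fold change over 1.5 either way and a Benjamini-Hochberg adjusted p under 0.1, the thresholds of the paper. The paper names DESeq2 for its own tests. The choice of tool, of the filter on low counts and of the libraries in the fit can each change the number of DEGs.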

To determine the transcriptional distinction between PTHrP WT and KO tumors from early hyperplasia to late carcinoma stages, we collected mammary tumors from three animals per group (PTHrP WT and KO tumor mice) and normal mammary glands from two animals per group (age-matched PTHrP WT and KO tumor-free) at 6-, 8-, 10-, and 12-week time points, respectively (Figure S2). We obtained an average of ~170 million total number of reads for each sample from our RNAseq data (Figure S3A). 

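Table S1 gives these totals for 32 mice, before alignment and the removal of duplicates. Their mean is 165.7 M reads, with 163.3 M in 17 WT mice and 168.5 M in 15 KO mice, values that are the paper's. The deposited counts hold only the reads assigned to genes. They sum to between 28419983 and 130981596 reads per library over the 33 libraries, with a median of 46351179. Every value re-derived here rests on these counted reads.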

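In the deposited counts, between 21579 and 35649 genes had at least 1 read in a library, with a mean of 28607 and a median of 29063 genes over the 33 libraries. At least 5 reads were counted on 16170 to 23179 genes, with a median of 19047. Table S1 gives a mean mapping rate of 89.3% in 17 WT mice (86.1% to 93.9%) and of 82.2% in 15 KO mice (69.8% to 89.7%). Its mean duplication rate is 35.6% in WT mice (28.8% to 46%) and 45.9% in KO mice (34.3% to 62.1%), and these values are the paper's. The genotypes also differed in the share of counted reads on rRNA genes that was left after depletion. It was at most 0.447% in all 18 WT libraries, and between 0.743% and 18.8% in 10 of the 15 KO libraries. The median rRNA share was 0.0499% in WT tumors and 0.952% in KO tumors, and it was 0.0116% in WT glands and 6.2% in KO glands.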

An average of 24,792 genes were detected in each sample with an 86% mapping rate and 41% duplication rate (Table S1). We validated the origin of the cells by assessing the presence of GFP (recombined) or mTd (non-recombined) transcripts (reads were aligned to the mouse genome merged with GFP and mTd spike-in sequences). We found that GFP is differentially expressed at higher levels compared to mTd in all our samples, indicating that we had exclusively sequenced the cells of epithelial origin (Figure S3B). 

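The count table holds rows for reporter and transgene sequences under names of the authors' own. The row named GFP held 0 reads in all 33 libraries, which allows at most 3 reads in each. A row named M_VENUS, for a yellow variant of GFP, held 3 to 46 reads per library, 599 in all, and a YFP row held 0 to 60 reads, 199 in all. The row for tdTomato alone held 1 read in a single tumor and 0 in the other libraries. A row for tdTomato followed by the WPRE element and a polyadenylation signal held 1308 to 12706 reads in every library, a median of 98 CPM (counts scaled by library size). Reads that match several near-identical rows equally well can be left uncounted, and the paper's text does not say which rows stand behind its GFP and mTd values, so the row counts do not give the ratio of the reporters. The row for Cre held 634 to 3809 reads in every library. A row for the polyomavirus genome that contains PyMT held 3.38 to 82.2 CPM in the 19 tumors (median 732 reads) and 0 reads in each of the 14 glands, which fits the tissue labels of all 33 libraries.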

We also confirmed that none of our PTHrP KO samples had aligned reads at the fourth exon of the *Pthlh* gene (loxP sites), indicating that enriched GFP^+^ cells show a good concordance with Cre expression in mammary epithelium, leading to a precise excision of the loxP-flanked region in the *Pthlh* gene (Figure S3C). 

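Pthlh lies on chromosome 6 of GRCm38 from 147252101 to 147264183 on the minus strand. The annotation gives 2 transcripts of 4 exons each, and exon 4 spans 147252101 to 147252577. The deposited counts are per gene and cannot show exon 4 alone. Reads from the other exons and the untranslated region of a recombined transcript still count toward Pthlh, so the gene's total need not fall in KO mice. Every library had Pthlh reads, between 57 and 926. In WT tumors the mean was 4.07 CPM at 6 weeks (2.69 to 6.67), 2.4 CPM at 8 weeks (2.16 to 2.66) and 1.88 CPM at 10 weeks (1.46 to 2.65, n = 3 each), and the tumor of 12 weeks had 3.68 CPM. In KO tumors the mean was 1.68 CPM at 8 weeks (1.51 to 1.89), 1.81 CPM at 10 weeks (1.51 to 2.28) and 1.76 CPM at 12 weeks (1.35 to 2.13, n = 3 each). In WT glands the mean was 4.5 CPM at 6 weeks (2.93 and 6.06), 4.95 at 8 weeks (3.29 and 6.60), 5.51 at 10 weeks (3.88 and 7.13) and 6.62 at 12 weeks (5.51 and 7.72, n = 2 each). In KO glands it was 2.98 CPM at 8 weeks (2.79 and 3.16), 3.52 at 10 weeks (2.82 and 4.22) and 6.17 at 12 weeks (3.82 and 8.52, n = 2 each). Averaged over weeks 8 and 10, Pthlh was 0.28 higher on the log2 scale in WT than in KO tumors (standard error 0.27, adjusted p = 0.738 from edgeR's quasi-likelihood test). In glands over weeks 8, 10 and 12 the difference was 0.50 (standard error 0.26, adjusted p = 0.455). Neither difference exceeded the spread between mice, so the gene-level counts cannot check the KO labels.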

Our RNAseq analysis pipeline is highlighted in the figure (Figure 2A).

First, we performed PCA analyses (Method). A total of 32 dots are visible in Figure 2B, corresponding to 32 samples. 

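A principal component analysis was run on variance-stabilized counts of the 500 most variable genes, computed with DESeq2. Over the 32 libraries of Table S1, PC1 held 55.2% of the variance and PC2 14.1%. On PC1 the 18 tumors lay between -36.1 and -3.48 and the 14 tumor-free glands between 13.4 and 41.2, with no overlap. The difference in the mean was -52.2 (two-sided permutation test, p = 1e-05, the smallest the 100000 permutations can give). Over all 33 libraries, PC1 held 55.1% and PC2 13.9% of the variance, and the tumors (-33.1 to -2.57) again lay apart from the glands (14 to 41.3), with a mean difference of -51.2 (permutation test, p = 1e-05). The WT tumor of 12 weeks, the library not in Table S1, had a score of -29.96 on PC1. The separation also held with all 36527 genes, where PC1 held 33% of the variance, and with log2 CPM values, where it held 49.7%.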

Based on these analyses, tumor samples were clearly clustered and separated from the tumor-free samples (PC1), indicating proper sample processing with high-quality sequencing results. Moreover, we found that the most striking differences observed between PTHrP WT and KO samples (the different plotting shapes) are considerable (PC2), though not stronger than the differences between tumors and normal glands (PC1). 

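Over the 32 libraries of Table S1, the mean PC2 score was 19.5 lower in PTHrP WT than in KO samples (two-sided permutation test, p = 3e-05), and over all 33 libraries the WT minus KO difference was -19.3 (p = 1e-05). The WT tumor of 12 weeks had a PC2 score of -10.57. With all genes tested the difference was -20.4 (permutation p = 0.0109), and there PC4 differed by -22.4 (permutation p = 5e-05). With log2 CPM values it was -27.5 on PC2 (permutation p = 1e-05). The groups overlapped on PC2. WT tumors scored between -16.4 and -0.571 and WT glands between -17.4 and 2.20, while 6 KO tumors scored between 10.3 and 21.2 and the other 3 between -11.4 and -8.09, among the WT tumors. KO glands scored between 8.26 and 26.8. The 3 KO tumors on the WT side, replicate 1 at 8 weeks, replicate 1 at 10 weeks and replicate 3 at 12 weeks, had rRNA shares of 0.00572%, 0.0045% and 0.00331%, under those of the other KO tumors. Within the 15 KO libraries, PC2 rose with the log10 of the rRNA share (Pearson r = 0.913, permutation p = 1e-05, adjusted p = 4e-05 over 4 components, and Spearman rho = 0.896, p = 4e-05). Without the 2 libraries farthest from the median rRNA share, r was 0.854. The genes with the largest PC2 loadings were Lars2 (0.317), Gm15564 (0.313), the rRNA gene CT010467.1 (0.278) and Mir6236 (0.253).

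**Figure D1:**
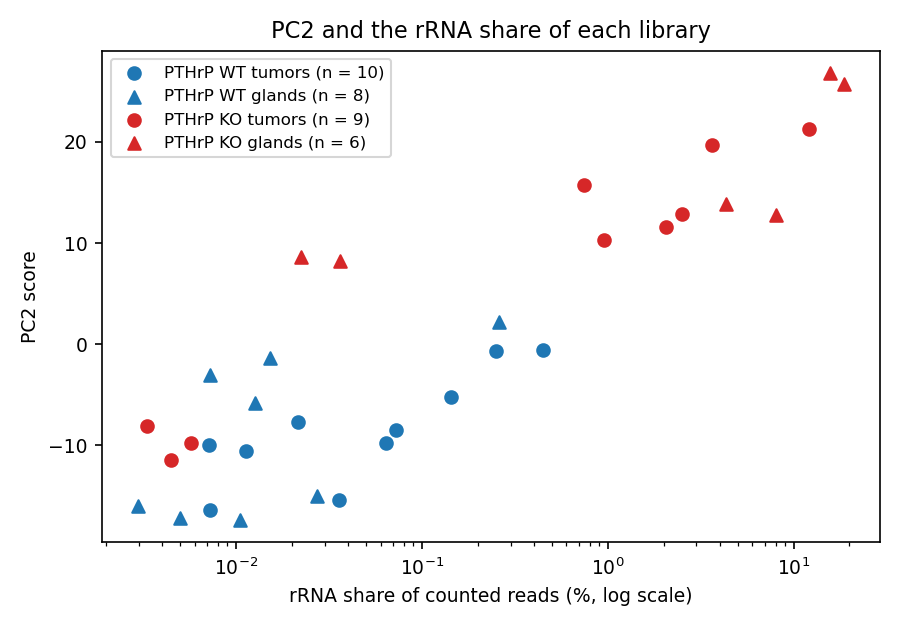
PC2 score of each of the 33 libraries (vertical axis) against the percent of its counted reads on rRNA genes (horizontal axis, log scale), with 1 point per library and a marker for each genotype and tissue. The 3 KO tumors with rRNA shares under 0.5% lie between -11.4 and -8.09, with the WT tumors, and the other 6 lie between 10.3 and 21.2.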

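Each comparison set 3 tumors against 2 glands of the same genotype and age. With so few mice an exact test of a single gene cannot reach a p under 0.1, so the tests rely on the spread that edgeR's model shares across genes and across all 33 libraries. On simulated counts with the libraries' own means and depths and 200 genes changed by a log2 fold change of 2, this fit recovered 167 of the 200 genes (83.5%) and called 14 unchanged genes among 35478. DESeq2 recovered 186 (93%) and called 55. The changed genes were drawn only from genes with many reads, and the simulated spread between mice was preset, not taken from these data. The shares recovered thus do not hold for genes with few reads or a larger spread.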

DEGs were examined at each time point by comparing three tumors and two age-matched tumor-free samples. 

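In PTHrP WT mice, 2139 DEGs were found at week 6, 3358 at week 8 and 2240 at week 10, out of 36527 genes tested. In KO mice, 909 DEGs were found at week 8, 2067 at week 10 and 2233 at week 12. At an unadjusted p under 0.05, the counts were 5658, 6696 and 5637 genes in WT mice and 3885, 5505 and 5804 in KO mice. With DESeq2, the tool the paper names, in the same design the counts were 3065, 3892 and 2942 in WT mice and 1695, 2817 and 2904 in KO mice. A fit of edgeR on only the 5 libraries of the comparison gave 0 DEGs in KO mice at week 12 in place of 2233, with 3056 genes at an unadjusted p under 0.05. Single tumors also carried weight. Without replicate 2 of the WT tumors at week 6, 1025 DEGs were found, and without replicate 3 of the KO tumors at week 8 there were 411. Without replicate 3 of the KO tumors at week 10 the count was 1081, and without replicate 2 at week 12 it was 1448.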

The analyses identified 1741, 2313, and 1582 DEGs in the PTHrP WT tumors at weeks 6, 8, and 10, respectively, and the numbers of DEGs in the PTHrP KO tumors were 916, 1576, and 1478 at weeks 8, 10, and 12, respectively (fold change > 1.5, false discovery rate (FDR) < 0.1, Figure 2C). We also found that the number of down-regulated DEGs was higher than the number of up-regulated DEGs at each stage in WT and KO tumors (Figure 2C). 

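In WT mice, 1290 DEGs were lower and 849 higher in tumors at week 6, 2135 lower and 1223 higher at week 8, and 1340 lower and 900 higher at week 10. In KO mice, 504 were lower and 405 higher at week 8, and 1129 lower and 938 higher at week 10. At week 12 in KO mice the order was the other way, with 1067 lower and 1166 higher, so that 52.2% of these DEGs were higher in tumors. This order depended on the method, with 1163 lower and 1044 higher under DESeq2's size factors, 1450 lower and 1454 higher in DESeq2 and 825 lower and 835 higher in DESeq2 on the groups compared only. The share of higher DEGs was 39.7%, 36.4% and 40.2% in WT mice at weeks 6, 8 and 10 and 44.6% and 45.4% in KO mice at weeks 8 and 10.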

Among the union of all DEGs (3271 for PTHrP WT and 2282 for PTHrP KO), a significant proportion of DEGs (24%, 778 for WT and 26%, 590 for KO) appeared at all three time points (Figure 2C).

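The union of the DEGs over 3 ages held 4515 genes in PTHrP WT mice, 1859 of them higher and 2656 lower in tumors, and 1076 genes (23.8%) were DEGs at all 3 ages. In KO mice the union held 3175 genes, 1565 higher and 1610 lower, and 589 genes (18.6%) were DEGs at all 3 ages. With each comparison fitted on its own libraries the shared DEGs fell to 759 in WT mice and to 0 in KO mice, because no gene passed at week 12 in that fit. With DESeq2 they numbered 1482 and 1045.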

To further identify the fundamental difference between PTHrP WT and KO tumors, GSEA was applied to investigate hallmark genes. Of the GSEA hallmarks, remarkable gene expression differences between PTHrP WT and KO during the three stages have been highlighted (Figure 3). Key pathways linked to tumor initiation and progression, including G2M checkpoint, DNA repair signaling, and fatty acid metabolism, were activated in PTHrP WT tumors as early as 6 weeks (Figure 3A). In contrast, the pathway regulating apoptosis, a key pathway associated with the inhibition of tumor progression, was activated in PTHrP KO tumors (Figure 3B).

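The hallmark gene sets were not used here. Lists of known genes written before the counts were seen stood in for them, namely 54 genes of G2/M phase, 43 of S phase, 42 of DNA repair, 30 of apoptosis, 24 of fatty acid oxidation and 22 of fatty acid synthesis. Each list was tested with limma's camera, which asks whether its genes changed more than the other genes, and p was adjusted over 78 pairs of a list and a comparison. In WT tumors against glands at week 6, the median log2 fold change of the G2/M list was 1.88 (adjusted p = 2.94e-30), with 54 of 54 genes higher. The S phase list had a median of 0.98 (adjusted p = 5.93e-21, 43 of 43 higher), the DNA repair list 0.39 (4.54e-09, 36 of 42) and the fatty acid oxidation list 0.26 (0.000129, 19 of 24). For these 4 lists, the list mean of each of the 3 tumors lay above that of both glands. The fatty acid synthesis list had a median of 0.11 and did not pass (camera, adjusted p = 0.0503), with 15 of 22 genes higher. At week 8 the medians were 0.60 for G2/M (camera, adjusted p = 1.11e-05), 0.25 for S phase (0.0194), 0.20 for DNA repair (0.00676) and 0.33 for fatty acid oxidation (9.33e-07), and 3 of 3 tumors lay above both glands for all of them but S phase (1 of 3). At week 10, G2/M (0.31, adjusted p = 0.000627, 1 of 3 tumors above both glands) and fatty acid oxidation (0.48, 6.09e-10, 3 of 3) passed, and S phase (0.05, 0.51) and DNA repair (0.12, 0.165) did not. The choice of test moved these results most. Camera takes a preset correlation of 0.01 between the genes of a list and passed 51 of the 78 pairs at an adjusted p under 0.05. With the correlation estimated from the data 0 of the 78 passed. Limma's fry, which uses the spread between the mice, passed 10, namely apoptosis in WT mice at weeks 6, 8 and 10 and in KO mice at weeks 10 and 12, fatty acid oxidation in WT mice at weeks 8 and 10 and in KO mice at weeks 10 and 12, and DNA repair between WT tumors of week 6 and KO tumors of week 8.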

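The apoptosis list was higher in KO tumors than in KO glands at week 10 (median log2 fold change 0.27, camera adjusted p = 3.39e-06, 25 of 30 genes higher) and at week 12 (0.19, 0.00132, 21 of 30). At week 8 it did not pass (0.05, 0.0624, 17 of 30). In WT tumors it was also higher, with a median of 0.15 at week 6 (camera adjusted p = 0.00257, 21 of 30 genes), 0.21 at week 8 (3.75e-05) and 0.09 at week 10 (0.00787). In each of the 6 comparisons, the list mean of 3 of 3 tumors lay above that of both glands. The difference between the genotypes was tested directly. The tumor effect in WT mice at week 6 minus that in KO mice at week 8 was 0.10 (camera adjusted p = 0.159), and at week 8 in both genotypes it was 0.16 larger in WT mice (adjusted p = 0.00139).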

Next, we focused on the PTHrP-regulated genes that are differentially expressed and might act as tumor drivers at the hyperplasia stage. We used the tumor-free mice as a reference and identified 1193 differentially expressed genes (week 6) in PTHrP WT tumors and 572 genes (week 8) in KO tumors (fold change > 2, false discovery rate (FDR) < 0.1). 

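At a fold change over 2, 1686 DEGs were found in PTHrP WT tumors at week 6, 632 higher and 1054 lower than in glands. In KO tumors at week 8 there were 710, 299 higher and 411 lower, and 462 genes were in both lists. Of the 1193 genes that the paper lists for WT tumors in Table S2, 939 (78.7%) were among these DEGs, and of its 572 genes for KO tumors, 360 (62.9%). In the fits that each left out 1 tumor, the WT count fell to 813 without replicate 2 of week 6 and the KO count to 337 without replicate 3 of week 8. With DESeq2, 1280 DEGs were found in KO tumors. A gene called in one genotype and not in the other is not thereby shown to differ between them. The test of that difference, the tumor effect in WT mice at week 6 minus that in KO mice at week 8, gave 0 DEGs in the edgeR fit of all libraries, with 2181 genes at an unadjusted p under 0.05. Without the filter on low counts it gave 20, with DESeq2 27 and with DESeq2 on the groups compared only 300.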

We used these DEGs from both WT and KO tumors as input data to analyze the temporal expression patterns during BC progression. Using k-means clustering, we then separated these DEGs into three clusters (Figure 4). 

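The clustering was repeated on the DEGs re-derived here. Each gene's mean normalized count in glands, hyperplasia, adenoma and carcinoma was turned into z-scores, and k-means with 3 clusters was run from 100 starts. In WT mice these stages were the glands of week 6 and the tumors of weeks 6, 8 and 10, and in KO mice the glands of week 8 and the tumors of weeks 8, 10 and 12. K-means gives clusters of any data and has no test of its own. Run on the genes of Table S2, the same procedure placed 160 of the paper's 160 cluster 1 genes, 195 of its 206 cluster 2 genes and 819 of its 827 cluster 3 genes of the WT list in the same cluster as the paper. For the KO list the numbers were 48 of 50, 164 of 197 and 324 of the 325 that Table S2 holds.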

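Among the DEGs at a fold change over 2 re-derived here, k-means placed 352 genes of WT mice in the cluster with a peak at hyperplasia. Their mean z-score was -1.28 in glands, 1.02 at hyperplasia, 0.28 at adenoma and -0.0221 at carcinoma. In KO mice 85 genes fell in this cluster, with mean z-scores of -1.27, 0.983, 0.167 and 0.126. With the genes of Table S2 in place of these DEGs, the cluster held 172 genes in WT and 80 in KO mice.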

In cluster 1, 160 genes from PTHrP WT and 50 genes from KO tumors rapidly increased in expression at the hyperplasia stage but gradually decreased as the tumor progressed, suggesting an important role in tumor initiation (Figure 4A,B and Table S2). 

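The cluster that rose later held 281 genes in WT mice, with mean z-scores of -1.31 in glands, -0.0445 at hyperplasia, 0.752 at adenoma and 0.602 at carcinoma. In KO mice it held 214 genes, with mean z-scores of -1.35, 0.0885, 0.819 and 0.441.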

In cluster 2, 206 DEGs from the WT tumor and 197 DEGs from the KO tumor gradually increased in expression and maintained a high level throughout tumor progression, supporting their functional roles during tumor progression (Figure 4D,E and Table S2). In cluster 3, 827 DEGs from the PTHrP WT tumor and 352 DEGs from the KO tumor had a dramatically reduced expression at hyperplasia and further maintained a low expression as the tumor progressed (Table S2).

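In the re-derived clusters, 1053 genes of WT mice and 411 of KO mice fell with tumor formation. The mean z-score in WT mice was 1.47 in glands, -0.53 at hyperplasia, -0.473 at adenoma and -0.464 at carcinoma, and in KO mice it was 1.49, -0.418, -0.533 and -0.535.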

A subsequent comparison of the gene expression differences between the PTHrP WT and KO tumors revealed, in cluster 1, 157 DEGs were exclusively overexpressed in PTHrP WT, whereas 47 DEGs overexpressed solely in KO tumors (Figure 4A,B). 

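Of the re-derived cluster 1 genes, 349 were in cluster 1 of WT mice only, 82 in that of KO mice only and 3 in both. A gene of 1 genotype's cluster 1 can still lie in another cluster of the other genotype. For the 157 genes that Table S2 lists in cluster 1 for WT only, the median log2 fold change of tumors against glands was 2.31 in WT mice at week 6 and 1.01 in KO mice at week 8. With genes whose glands had at most 3 reads set to their limit, these medians were 2.18 and 0.922. The sign was the same in both genotypes for 135 of the 157 genes (86%). In WT mice, 147 of the 157 genes had their highest stage mean at hyperplasia. In KO mice 20 did, and there the mean z-score rose from -0.809 in glands and -0.0493 at hyperplasia to 0.158 at adenoma and 0.7 at carcinoma. The difference in the tumor effect passed for 0 of the 157 genes over all genes tested in the edgeR fit of all libraries, with 49 at an unadjusted p under 0.05. It passed for 21 with DESeq2 on the groups compared only and for 1 without the filter on low counts. Adjusted over the list alone 24 passed, which is not independent evidence because the study chose the list on these samples. For the 47 genes that Table S2 lists for KO only, the median log2 fold change was 0.21 in WT mice and 2.98 in KO mice, or 0.0702 and 2.09 with such genes at their limit. Their level in the glands of WT mice at week 6 was higher than in those of KO mice at week 8 by a median of 1.66 on the log2 scale. For the 157 genes this gland difference was -0.624. Between the tumors of these ages, the WT minus KO median was 0.975 for the 157 genes, with 3 of 3 WT tumors above all KO tumors. It was -0.897 for the 47 genes, with 3 of 3 below. The study chose both lists on these samples.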

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was performed on these 157 DEGs from the PTHrP WT tumors. Among these, Ccnb1, Ccnb2, Cdk1, and Ccna2, mainly function in the cell cycle (KEGG: 04110) and maintain their highest level of expression in early hyperplasia. 

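Ccnb1 lies on chromosome 13 of GRCm38 (100778650 to 100786570), Ccnb2 on 9 (70407692 to 70421547), Cdk1 on 10 (69335146 to 69352938) and Ccna2 on 3 (36564865 to 36572150). They encode the B-type and A-type cyclins and the kinase that drives entry into mitosis. Ccnb1 rose from 21.6 ± 11.5 CPM (SD, n = 2) in WT glands at week 6 to 97 ± 8.42 CPM (SD, n = 3) in tumors, and was 80.6 ± 7.15 CPM at week 8 and 64 ± 34.1 CPM at week 10. In KO mice it was 21.3 ± 7.02 CPM in glands at week 8, and 45.6 ± 19.1, 68.6 ± 8.06 and 83.3 ± 23.7 CPM in tumors at weeks 8, 10 and 12. Cdk1 went from 27.3 ± 16.2 CPM to 116 ± 13.3, 85.7 ± 10.1 and 67.1 ± 40.5 CPM in WT mice and from 23.8 ± 7.09 CPM to 54 ± 21.3, 73.4 ± 7.49 and 92.4 ± 40 CPM in KO mice. The log2 fold changes at hyperplasia in WT mice were 2.17 for Ccnb1 (standard error 0.70, adjusted p = 0.0811), 2.31 for Ccnb2 (0.63, 0.0341), 2.08 for Cdk1 (0.66, 0.0782) and 2.10 for Ccna2 (0.68, 0.0824), from edgeR's quasi-likelihood test. In KO mice at week 8 they were 1.09 (standard error 0.67, adjusted p = 0.629), 1.38 (0.61, 0.377), 1.18 (0.64, 0.558) and 0.97 (0.65, 0.668). In both genotypes all 3 tumors lay above both glands for each gene. The 3 WT tumors of week 6 lay above the 3 KO tumors of week 8 for all 4 genes. For 1 gene, chance parts 3 from 3 tumors in 10% of cases, counting either direction. The difference in the tumor effect between the genotypes did not pass for any of them (log2 0.91 to 1.1, adjusted p 0.807 to 0.84).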

GSEA was also performed on all genes because of the inherent limitations of DEG analysis. Consistently, we observed remarkable differences in cell cycle signaling pathways by comparing PTHrP WT and KO tumors in the early stage. G2M checkpoint and E2F targets were upregulated in PTHrP WT tumors as early as 6 weeks but not upregulated in the early stage of KO tumors (8 weeks) (Figure 4C). 

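In KO tumors at week 8 the G2/M list was higher than in KO glands, with a median log2 fold change of 0.85 (camera adjusted p = 1.95e-08, 51 of 54 genes higher, 3 of 3 tumors above both glands). The S phase list, which stood in for the E2F targets, had a median of 0.25 (adjusted p = 0.00581, 39 of 43 genes, 2 of 3 tumors). Without replicate 1 of the KO tumors at week 8, the S phase list did not pass (adjusted p = 0.4). The rise was larger in WT mice. The tumor effect in WT mice at week 6 exceeded that in KO mice at week 8 by a median of 0.94 on the log2 scale for G2/M (camera adjusted p = 9.45e-14), 0.70 for S phase (1.6e-13) and 0.32 for DNA repair (1.05e-06). WT tumors of week 6 were higher than KO tumors of week 8 by a median of 0.81 for G2/M (camera adjusted p = 6.49e-17, 53 of 54 genes) and 0.83 for S phase (3.55e-24, 43 of 43 genes), and each of the 3 WT tumors lay above each of the 3 KO tumors in both list means. At the same age of 8 weeks the medians were 0.53 (3.98e-09) and 0.42 (5.85e-11), again with 3 of 3 WT tumors above the KO tumors. Between WT tumors of week 8 and KO tumors of week 10, S phase passed (0.28, adjusted p = 0.000117, 3 of 3) and G2/M did not (0.16, 0.262, 2 of 3). None of these comparisons of the cell cycle lists passed under fry or with an estimated correlation. Across single genes, 559 DEGs separated WT tumors of week 6 from KO tumors of week 8, 138 higher and 421 lower in WT, with 5186 genes at an unadjusted p under 0.05. This count depended on single libraries. It was 1 without replicate 2 and 1964 without replicate 1 of the KO tumors, and 52 with the rRNA share of each library in the model, a setting chosen after the data were seen. At week 8 in both genotypes there were 43 DEGs, 12 higher and 31 lower in WT tumors. From the difference in these pathways and the cluster 1 genes, the paper states that PTHrP drives these genes and pathways of breast cancer initiation.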

Our transcriptomic results identified these specific DEGs from cluster 1 and signaling pathways from GSEA for BC initiation, which are driven by PTHrP. Our results further support our own and other previously published studies in which PTHrP was shown to regulate the cell cycle [7,14].

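Table S2 lists 118 cluster 2 genes for WT only. Their median log2 fold change of tumors against glands was 2.80 in WT mice at week 6 and 1.44 in KO mice at week 8, or 2.46 and 1.23 with genes at or under 3 reads in 1 group set to their limit. The sign was the same in both genotypes for 103 of the 118 genes (87.3%). Between the tumors themselves, WT at week 6 against KO at week 8, the median difference was -0.11. Between the glands of the same ages it was -1.76, so the KO glands of week 8 stood higher for most of these genes. The difference in the tumor effect passed for 0 of the 118 genes over all genes tested in the edgeR fit of all libraries, with 37 at an unadjusted p under 0.05 and 24 adjusted over the list alone, on samples from which the study chose the list. It passed for 4 with DESeq2, 11 with DESeq2 on the groups compared only and 5 without the filter on low counts.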

Interestingly, 118 DEGs are exclusively overexpressed in WT tumors driven by PTHrP in cluster 2 (Figure 4D,E and Table S2). Among these, Scd1, which is a key enzyme in the de novo synthesis of fatty acids (FAs), was steadily upregulated in PTHrP WT tumors. 

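Scd1 encodes stearoyl-CoA desaturase 1, which turns saturated fatty acids into monounsaturated ones. Scd1 (ENSMUSG00000037071) lies on chromosome 19 of GRCm38 from 44394455 to 44407879 on the minus strand, with 3 annotated transcripts. In WT mice it rose from 373 ± 27.9 CPM (SD, n = 2) in glands at week 6 to 2080 ± 781 CPM (SD, n = 3) in tumors, and reached 3830 ± 1800 CPM at week 8 and 2440 ± 667 CPM at week 10. The single tumor of 12 weeks had 2760 CPM. The log2 fold change against glands of the same age was 2.48 at week 6 (standard error 0.38, adjusted p = 0.000505 from edgeR's quasi-likelihood test), 3.24 at week 8 (0.40, 1.2e-05) and 2.49 at week 10 (0.38, 0.00018). In KO mice Scd1 rose as well, from 823 ± 23.2 CPM (SD, n = 2) in glands at week 8 to 2870 ± 255 CPM (SD, n = 3) in tumors, and was 3230 ± 685 CPM at week 10 and 2280 ± 1010 CPM at week 12. The log2 fold changes were 1.80 at week 8 (standard error 0.37, adjusted p = 0.0116), 2.87 at week 10 (0.39, 0.000124) and 2.08 at week 12 (0.38, 0.00165). In all 6 comparisons each of the 3 tumors lay above both glands. WT tumors of week 6 were lower than KO tumors of week 8 by 0.46 on the log2 scale, with 3 of 3 below, a difference that did not pass (standard error 0.31, adjusted p = 0.522). The tumor effect at hyperplasia was 0.68 larger in WT mice (standard error 0.49, adjusted p = 0.796), also within the spread between mice.

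**Figure D2:**
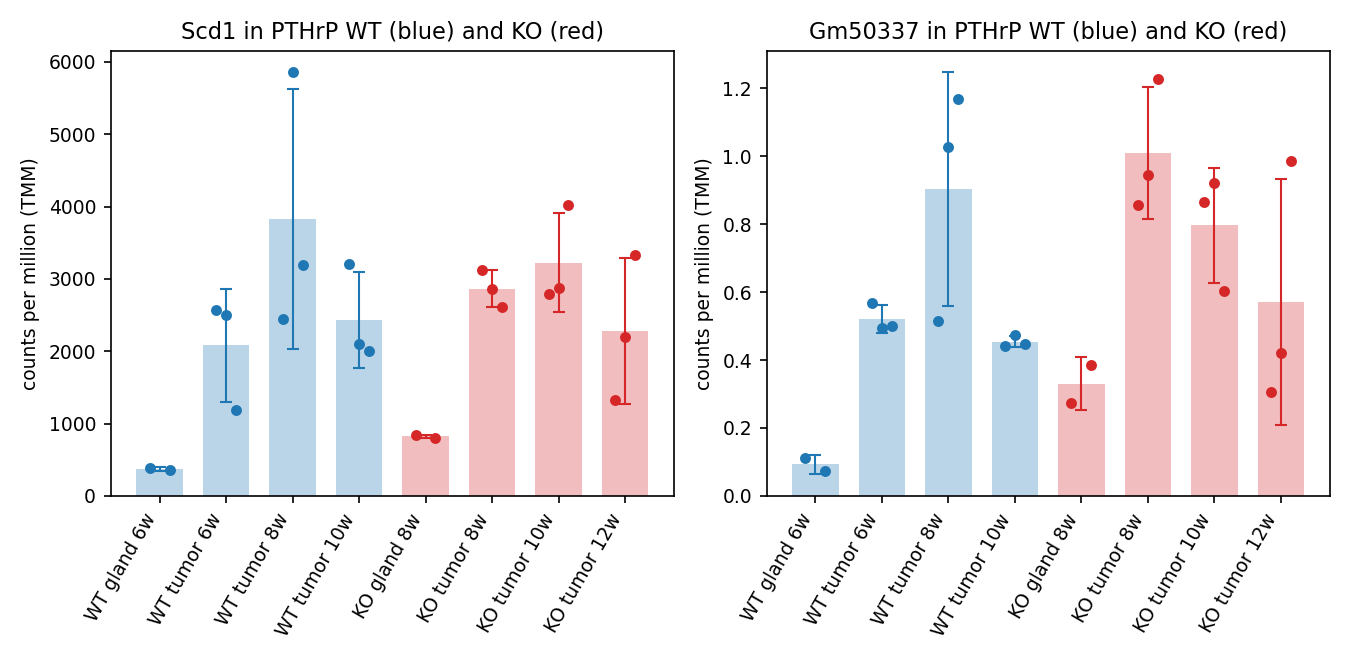
Scd1 and Gm50337 in CPM (vertical axes) for each stage of PTHrP WT and KO mice (horizontal axis). Bars give the mean, error bars the SD and points single libraries (2 glands or 3 tumors per group). Scd1 lies between 373 and 823 CPM on average in the glands and between 2080 and 3830 CPM in the tumors.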

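For fatty acid metabolism, a list of fatty acid oxidation and a list of fatty acid synthesis were tested apart. In KO tumors at week 8, the oxidation list was higher than in KO glands (median log2 fold change 0.29, camera adjusted p = 0.000137, 19 of 24 genes higher, 3 of 3 tumors above both glands). The synthesis list was lower there, with a median of -0.24 (camera adjusted p = 0.00111, 9 of 22 genes higher), although only 2 of 3 tumors lay below both glands. The difference in the tumor effect at hyperplasia between WT and KO mice was -0.03 for oxidation (adjusted p = 0.605) and 0.48 for synthesis (1.06e-07). Between the tumors themselves the synthesis list was not higher in WT, with a median of -0.22 (camera adjusted p = 0.08, 6 of 22 genes higher, 2 of 3 WT tumors below all KO tumors). Neither the synthesis result in KO mice nor the difference between the genotypes passed under fry (adjusted p = 0.191 and 0.108). With Reactome's larger set for the metabolism of fatty acids, triacylglycerols and ketone bodies in place of the oxidation list, the KO comparison of week 8 pointed the other way and did not pass (adjusted p = 0.438). At the same age of 8 weeks, the tumor effect was 0.39 larger in WT mice for synthesis (camera adjusted p = 3.76e-07) and 0.09 larger for oxidation (0.0318). Between the tumors of this age, oxidation was higher in WT by a median of 0.377, with 3 of 3 WT tumors above all KO tumors. It did not pass under fry. Synthesis was not higher (-0.0861). Between WT tumors of week 6 and KO tumors of week 8 the oxidation median was 0.0553, with 1 of 3 WT tumors above and 1 below all KO tumors.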

Of the GSEA hallmarks, we uncovered the remarkable activation of fatty acid metabolism signaling pathways in PTHrP WT tumors as early as 6 weeks, but no changes were observed in the early stage of KO tumors (Figure 4F). Hereby, we demonstrated for the first time that metabolic changes can be associated with PTHrP ablation using RNA sequencing and observed, in PTHrP KO tumors, a significant delay of such lipidomic remodeling, widely accepted as a metabolic hallmark of BC progression. We also observed that 247 DEGs overlapped between PTHrP WT and KO tumors in cluster 3 mainly associated with varieties of cellular functions (Table S2). These genes are specifically implicated in the cGMP-PKG signaling pathway (KEGG: has04022) and include Trpc6, Myl9, Prkg1, and Kcnmb1 (Table S2). 

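For the 247 genes that Table S2 lists in cluster 3 for both genotypes, the median log2 fold change of tumors against glands was -2.84 in WT mice at week 6 and -2.38 in KO mice at week 8, or -2.79 and -2.38 with genes at or under 3 reads in 1 group set to their limit. All 247 genes were lower in tumors of both genotypes. At a fold change over 2, 227 of them were DEGs in WT mice and 172 in KO mice. The tumor effect differed between the genotypes for 0 of the 247 genes in the edgeR fit of all libraries, with 2 at an unadjusted p under 0.05. Lists of marker genes of cell types, 10 genes each, were tested in the same way, with p adjusted apart from the pathway lists. The basal or myoepithelial list (Krt5, Krt14, Krt17, Acta2, Myh11, Mylk, Cnn1, Tagln, Trp63 and Oxtr) was lower in tumors in all 6 comparisons, with medians of -2.56, -3.79 and -2.33 in WT mice at weeks 6, 8 and 10 and of -2.26, -2.90 and -3.36 in KO mice at weeks 8, 10 and 12. In each of these comparisons 3 of 3 tumors lay below both glands, with camera adjusted p between 7.94e-12 and 1.21e-07, and under fry the adjusted p lay between 0.0157 and 0.0409. From WT glands to tumors at week 6, Krt5 went from 1020 to 174 CPM, Krt14 from 1360 to 969 CPM and Acta2 from 2750 to 540 CPM on average.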

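Trpc6 lies on chromosome 9 (8544142 to 8680741), Myl9 on 2 (156775420 to 156781658), Prkg1 on 19 (30564489 to 31765033) and Kcnmb1 on 11 (33963013 to 33973641) of GRCm38. They encode a calcium channel, a myosin light chain, the cGMP-dependent kinase PKG and a subunit of a potassium channel. In WT mice at week 6, the log2 fold changes of tumors against glands were -4.04 for Trpc6 (standard error 0.82, adjusted p = 0.00486 from edgeR's quasi-likelihood test), -2.28 for Myl9 (0.68, 0.0558), -2.67 for Prkg1 (0.59, 0.00947) and -3.08 for Kcnmb1 (0.81, 0.0276). In KO mice at week 8 they were -2.73 (standard error 0.81, adjusted p = 0.0928), -1.98 (0.67, 0.173), -2.30 (0.59, 0.0408) and -2.42 (0.79, 0.141). For each gene and genotype 3 of 3 tumors lay below both glands, though Myl9 and Kcnmb1 did not pass in KO mice. Trpc6 fell from 14 ± 6.02 CPM (SD, n = 2) in WT glands to 0.896 ± 0.997 CPM (SD, n = 3) in tumors. Prkg1 fell from 15.8 ± 7.67 to 2.51 ± 0.755 CPM in WT mice and from 19.3 ± 2.14 to 3.9 ± 1.73 CPM in KO mice. Across the libraries these 4 genes moved with the basal or myoepithelial markers. The correlation of the 2 means was r = 0.865 in the 19 tumors (permutation p = 1e-05, adjusted p = 2e-05 over 2 relations, rho = 0.912, r = 0.857 without 2 extremes) and r = 0.884 in the 14 glands (permutation p = 2e-05, adjusted p = 2e-05, rho = 0.89, 0.789).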

We also noticed decreased gene expression in other important signaling pathways, including Wnt (KEGG: hsa04310) and Hippo signaling pathway (KEGG: hsa04390).

### 3.3. Pthrp Ablation Deregulated lncRNA Expression in BC Initiation and Progression 

Remarkably, we observed ablation of PTHrP not only interrupted the protein-coding genes (PCGs) expression but also lncRNAs expression. 

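Table S2 lists 855 genes for WT only in its 3 clusters, and the deposited count table gives a gene type for each. Cluster 1 held 110 protein-coding genes and 31 lncRNA genes among 157, cluster 2 held 79 and 25 among 118, and cluster 3 held 478 and 78 among 580. Pseudogenes made up 13, 13 and 19 genes of the clusters. With pseudogenes counted as lncRNAs, a choice made after the values were seen, the 3 clusters held 44, 38 and 97. Reads of a pseudogene can come from its parent gene, so the counts of these genes are uncertain.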

As early as the hyperplasia stage, there are 110 PCGs (70%) and 44 lncRNA genes (28%) from cluster 1, 79 PCGs (67%) and 38 lncRNA genes (32%) from cluster 2, and 479 PCGs (83%) and 97 lncRNA genes (17%) from cluster 3 that are exclusively differentially expressed in PTHrP WT tumor compared to tumor-free controls (Figure S4). Therefore, we identified a total of 179 lncRNAs that were exclusively differentially expressed in PTHrP WT tumors in hyperplasia.

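Of the 855 genes, 134 were of a lncRNA type, 42 of them loci of the type TEC, which await experimental evidence, and 45 were pseudogenes. Together these are 179 genes. In the counts, 637 of the 855 genes were DEGs at a fold change over 2 in WT mice at week 6 and 76 in KO mice at week 8. The tumor effect differed between the genotypes for 0 of them in the edgeR fit of all libraries, with 244 at an unadjusted p under 0.05 and 61 adjusted over the list alone. For 7 it differed with DESeq2, for 70 with DESeq2 on the groups compared only and for 11 without the filter on low counts.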

LncRNAs often regulate the expression of cis- (neighboring) or trans- (distal) PCGs. Therefore, the potential interactions between the lncRNAs and nearby PCGs are useful to examine the biological functions of lncRNAs. To explore the potential cis-regulatory functions of these lncRNAs, we performed Pearson analyses to evaluate the correlation of 179 lncRNAs and 668 PCGs that are differentially expressed. 

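Pearson's r was computed for the 6 pairs of Table 1 from the authors' normalized values, with a two-sided permutation test of 100000 resamples and an adjustment over 18 correlations (6 pairs over all libraries, tumors and glands). The normalized table has no row for Gm50337, whose counts were divided by the authors' size factors instead, and it comes from another counting of the reads than the count table. Tumors and glands form separate clusters for these genes, which alone gives a high r over all libraries, so r within tumors and within glands is given beside it. For BC016548 and Elf5, r was 0.967 over the 32 libraries that Table S1 lists and 0.968 over all 33. It was 0.895 within the 19 tumors (adjusted p = 3.6e-05 from permutations, rho = 0.886) and 0.809 within the 14 glands (0.00122, rho = 0.723), and 0.886 and 0.707 without 2 extremes. For Gm26902 and Ch25h, r was 0.645 over the 32 and 0.65 over the 33 libraries, 0.676 within tumors (adjusted p = 0.00234 from permutations, rho = 0.768) and 0.195 within glands (p = 0.536 from permutations, rho = 0.321). Without 2 extremes r was 0.538 and 0.19. For Gm14133 and Syndig1, r was 0.727 and 0.722, with 0.534 within tumors (adjusted p = 0.018 from permutations, rho = 0.439) and 0.666 within glands (0.0152, rho = 0.666), or 0.554 and 0.418 without 2 extremes. For A730020E08Rik and Ccser1, r was 0.693 and 0.723, with 0.487 within tumors (adjusted p = 0.0371 from permutations, rho = 0.474) and 0.558 within glands (0.0342, rho = 0.301). Without 2 extremes r fell to 0.319 and 0.284, so the relation rests on those libraries. For Rps18-ps4 and Rps18-ps6, r was 0.542 and 0.543, with 0.615 within tumors (adjusted p = 0.00859 from permutations, rho = 0.53) and 0.578 within glands (0.018, rho = 0.7), or 0.607 and 0.657 without 2 extremes. In 6 libraries Rps18-ps6 had 0 to 12 reads and Rps18-ps4 0 to 2, and among the other 27 libraries r was 0.256 (permutation p = 0.198, rho = 0.218).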

We further mapped these lncRNAs and PCGs to their genomic loci with a Pearson correlation coefficient of no less than 0.80 and a *p* value less than 0.01. LncRNAs located within 500 K ranges upstream or downstream of the PCGs were further screened. 

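The 6 pairs of Table 1 lie close together on GRCm38, on opposite strands. A730020E08Rik (chromosome 6, 61172293 to 61180810) overlaps Ccser1 (61180324 to 62382865), Gm26902 (chromosome 19, 34474808 to 34481546) overlaps Ch25h (34473778 to 34475164) and Rps18-ps4 (chromosome 13, 97751112 to 97760965) overlaps Rps18-ps6 (97760072 to 97760632). Without a stated strand setting of the counting, the reads of these overlapping genes are uncertain, as are those of Rps18-ps6, a copy of Rps18. BC016548 (chromosome 2, 103377643 to 103389044) lies 22.6 kb from Elf5 (103411688 to 103450989), and Gm14133 (chromosome 2, 149743927 to 149798743) lies 30.5 kb from Syndig1 (149829211 to 150004392). At hyperplasia in WT mice, the log2 fold changes were 2.93 for BC016548 (adjusted p = 0.00144 from edgeR), 2.81 for Elf5 (0.00102), 2.98 for Ccser1 (0.00398) and 2.51 for Gm14133 (0.00418), with all 3 tumors above both glands. In KO mice at week 8 they were 1.79 (adjusted p = 0.0572), 1.65 (0.0559), 1.70 (0.142) and 0.73 (0.634). A730020E08Rik, with 2 to 3 reads in the WT glands of week 6, was at least 5.82-fold higher in tumors (adjusted p = 0.0475). Rps18-ps4 was at least 7.47-fold higher and Rps18-ps6 at least 872-fold higher on average, but 1 or more of the 3 tumors also had 0 or 1 read. Gm26902 (2.53, adjusted p = 0.112), Ch25h (2.13, 0.206) and Syndig1 (2.11, 0.233) rose without passing.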

A total of six pairs of upregulated lncRNA-PCG were obtained from the lncRNA-PCG co-expression analyses (Table 1). The correlation analyses indicate that lncRNAs, like PCGs, may play significant roles in oncogenic pathways. We are mostly interested in lncRNA targets because PTHrP mediates cancer cell metabolism and regulates tumor initiation and progression via lncRNA can be a novel mechanism. 

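For Gm50337 and Scd1, r was 0.835 over the 32 libraries that Table S1 lists and 0.832 over all 33 (rho = 0.909), where the WT tumor of 12 weeks had 1.02 CPM of Gm50337 and 2760 CPM of Scd1. Within the 19 tumors r was 0.508 (permutation p = 0.0205, adjusted p = 0.0246) and rho 0.619 (0.00555, adjusted 0.00908), and r was 0.526 over the 18 tumors of Table S1. Within the 14 glands r was 0.851 (permutation p = 0.00036, adjusted p = 0.000926) and rho 0.78 (0.00153). Without the 2 libraries farthest from the median of Gm50337, r was 0.602 in tumors and 0.761 in glands. On log2 CPM values it was 0.61 and 0.798. Gm50337 was a rare transcript, with 890 reads in all 33 libraries, 802 in tumors and 88 in glands, so its value in a gland rests on few reads. Its reads numbered between 1.38 and 4.7 for every 10000 reads of Scd1 in the tumors, a range wider than sampling allows (chi-square 81.6, 18 degrees of freedom, p = 4.46e-10). In the 14 glands the ratio differed by less than the sampling noise (chi-square 12.9, p = 0.459).

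**Figure D3:**
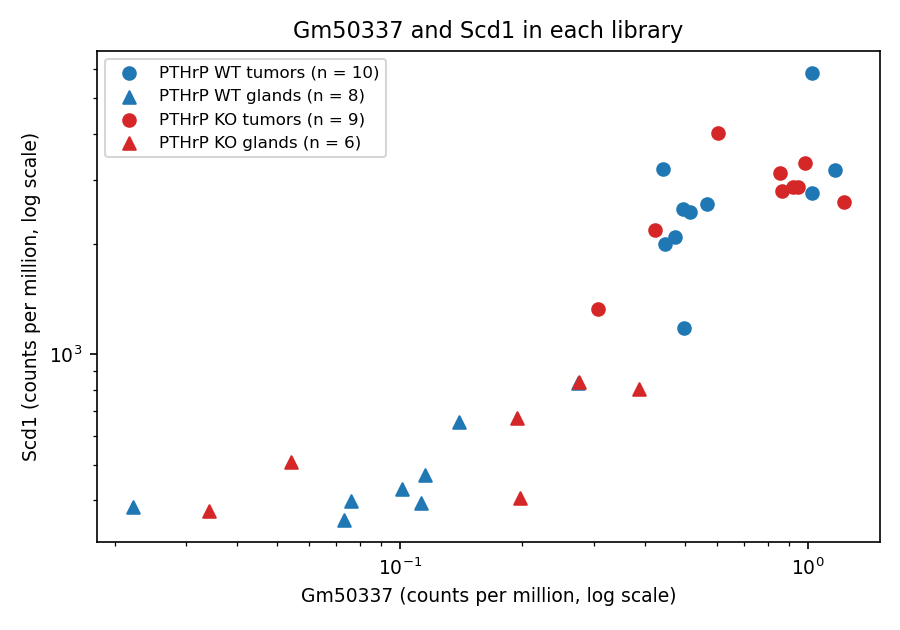
Scd1 (vertical axis) against Gm50337 (horizontal axis) in CPM, both on log scales, with 1 point per library and a marker for each genotype and tissue. Tumors and glands form separate clouds, with r = 0.61 within tumors and 0.798 within glands on this scale.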

Out of the six pairs, we next focused on the *GM50337-Scd1* pair from cluster 2, which supports the role of lncRNAs involving cellular metabolism via the regulation of their nearby PCG in a cis-regulatory mode.

### 3.4. Interruption of GM50337-Scd1 Decreases Cell Viability

In order to validate the relevant role of the *GM50337*-*Scd1* regulated by PTHrP in our mouse RNAseq analyses, we next performed in vitro functional studies by knocking down this novel lncRNA in primary mouse BC cells. *GM50337* gene is on mouse chromosome 19 (strand+) and encodes a single transcript with 1023 nucleotides containing four exons, and it is located adjacent to *Scd1* (Figure 5A). qPCR confirmed that *GM50337* is overexpressed in mammary tumor tissues compared to normal mammary glands (Figure S5A). 

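In the annotation of GRCm38, Gm50337 (ENSMUSG00000118076) lies on chromosome 19 from 44419610 to 44437886 on the plus strand and is a lincRNA. Its single transcript has 4 exons, at 44419610 to 44419819, 44421162 to 44421235, 44421687 to 44421809 and 44437271 to 44437886, of 1023 nucleotides together. The gene lies 11.7 kb from Scd1, which is on the minus strand, so both are transcribed away from each other. Scd2 (44293674 to 44306864) and Scd4 (44333092 to 44346743) lie on the other side of Scd1, and Gm35406 (44453017 to 44459853) and Wnt8b (44493472 to 44514273) beyond Gm50337. In the RNAseq counts, Gm50337 rose from 0.093 ± 0.0284 CPM (SD, n = 2, 4 to 5 reads) in WT glands of week 6 to 0.52 ± 0.0406 CPM (SD, n = 3, 17 to 43 reads) in tumors, a log2 fold change of 2.48 (standard error 0.56, adjusted p = 0.0112 from edgeR's quasi-likelihood test). It was 0.904 ± 0.345 CPM in WT tumors at week 8 (log2 fold change 3.78, adjusted p = 0.000159) and 0.454 ± 0.0163 CPM at week 10 (2.14, 0.016). Each of the 3 tumors lay above both glands at each age. In KO mice it was 0.33 ± 0.0779 CPM (SD, n = 2, 8 to 14 reads) in glands of week 8 and 1.01 ± 0.195 CPM (SD, n = 3, 45 to 72 reads) in tumors, a log2 fold change of 1.64 that did not pass (standard error 0.51, adjusted p = 0.113). KO tumors held 0.796 ± 0.17 CPM at week 10, at least 8.67-fold more than the glands, and 0.571 ± 0.363 CPM at week 12. The difference in the tumor effect at hyperplasia between WT and KO mice was 0.84 (standard error 0.74, adjusted p = 0.828), and WT tumors of week 6 were lower than KO tumors of week 8 by 0.95 on the log2 scale (standard error 0.41, adjusted p = 0.279, 3 of 3 below).

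**Figure D4:**
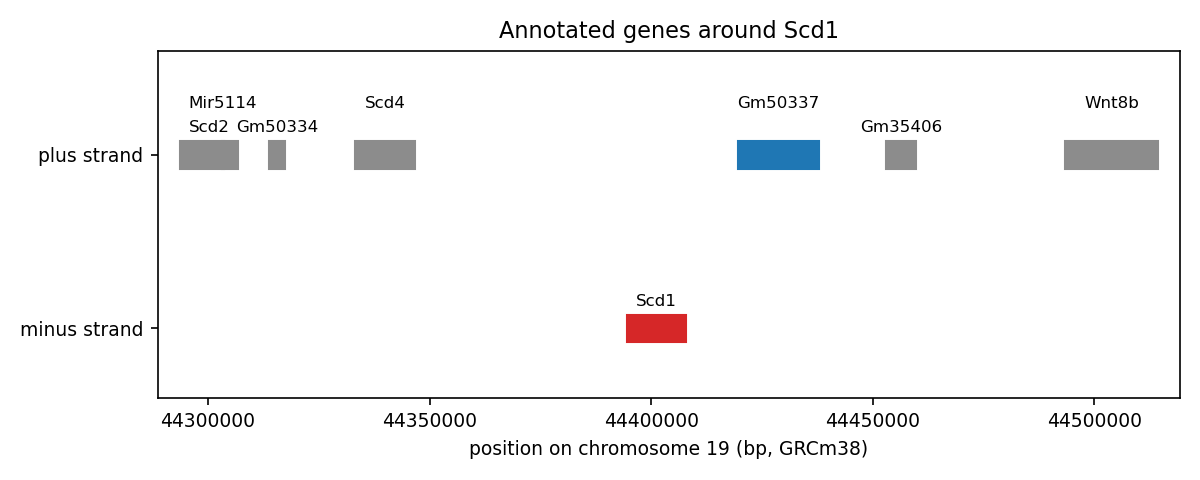
Genes around Scd1 on chromosome 19 of GRCm38 (horizontal axis, position), drawn to scale as boxes in a row for each strand. Gm50337 on the plus strand lies 11.7 kb from Scd1 on the minus strand.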

Based on the computational coding potential prediction programs, *GM50337* RNA transcripts have very low protein-coding potential and are evidenced as noncoding RNA (Figure S5B) [40,41]. Our correlation analyses suggested that *GM50337* can potentially *cis*-regulate nearby *Scd1* and might contribute to BC progression. 

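Averaged over weeks 8 and 10, WT and KO tumors did not differ in Scd1 (log2 difference 0.01, adjusted p = 1 from edgeR's quasi-likelihood test) or in Gm50337 (-0.49, adjusted p = 0.551). From the correlation and the distance between the genes, the paper proposes that Gm50337 regulates Scd1 in cis.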

We tested this possibility by performing knockdown experiments of *GM50337* using antisense oligonucleotides (ASOs) in PyMT primary tumor cells. These oligonucleotides are short, single-stranded DNA molecules containing phosphorothioate-modified nucleotides. Importantly, we found that the uptake of ASOs in primary mammary tumor cells is efficient without the use of transfection agents, as reported previously [42]. We tested three different specific ASOs listed in the methods and achieved knockdown efficiencies at more than 50% after 24 h incubation using 5 µM of the most potent ASO (Figure 5B). Concomitantly, the knocking down of *GM50337* resulted in a 40% decrease in *Scd1* expression (Figure 5B), indicating that *GM50337* can *cis*-regulate *Scd1* expression.

To further investigate the functional impact of *GM50337* downregulation on tumor cell viability, we examined the ASO treatment on cell viability using PrestoBlue assay. We observed a 50% decrease in cell viability after 72 h of *GM50337*-specific ASO treatment but no effect with a scASO control (Figure 5C). A similar effect on cell viability was observed in 4T1 and E0771 mouse BC cells (Figure S6A). To exclude the possibility of an off-target effect of ASO due to complementary binding between the ASO and unintended RNA with a sequence similar to *GM50337*, we evaluated cell viability by treating the cells with an Scd1 inhibitor (CAY10566, Cayman Chemicals, Ann Arbor, MI, USA). We observed a significant decrease in cell viability after 72 h treatment of Scd1 inhibitor, similar to the effect of ASO treatment (Figure 5D). Reductions in cell viability were also observed in 4T1 and E0771 mouse BC cells treated with the Scd1 inhibitor (Figure S6B). In an invasion assay using a Matrigel matrix-coated chamber, the number of *GM50337*-specific ASO-treated PyMT primary tumor cells penetrating through the matrix was significantly decreased than that of control cells (Figure 5E,F). We also observed a significant decrease in cells penetrating through the Matrigel after 36 h with Scd1 inhibitor, similar to the effect of ASO treatment (Figure 5E,F). Our in vitro results validated the relevance of PTHrP-linked *GM50337* overexpression to tumor cell growth.

### 3.5. PTHrP Regulates BC initiation via Fatty Acid Metabolism

To confirm the relevance of the mouse lncRNA in human BC, we compared mouse and human lncRNA transcripts on the level of sequence conservation or location conservation as a potential regulatory of SCD. Many lncRNAs are conserved between different species on the level of genomic location rather than based on sequence, which could imply functional conservation [43]. Our primary analyses showed no sequence conservation of *GM50337* in the human genome. We, therefore, extended our search for the orthologs by analyzing the neighboring lncRNA of the same PCG, SCD, which we found is highly conserved among human and mouse genomes. Here, we focused on a human lncRNA, OLMALINC, which resides immediately downstream from the SCD gene on human Chromosome 10 with 988 nucleotides containing 3 exons (Figure 6A). A previous study has shown that OLMALINC is an enhancer of SCD transcription by forming a DNA–DNA looping interaction in human hepatocytes [44]. Two active transcription start sites (TSSs) have previously been confirmed in the enhancer and promoter of OLMALINC in HepG2 cells by GRO-seq data [44]. In line with these findings, we found a high correlation between OLMALINC and SCD in BC with an R-value of 0.45 using the Gepia2 tool from the TCGA database (http://gepia.cancer-pku.cn/ (accessed on 1 January 2022)) (Figure S7) [45]. Taken together, these findings suggest that OLMALINC could be the human orthologue of mouse *GM50337* and can regulate its adjacent regional SCD. 

To assess the effects of the PTHrP on cellular lipid metabolism via OLMALINC gene expression, we treated two different human BC cell lines with a PTHrP monoclonal antibody (mAb) which was generated in our laboratory. In line with our mouse RNAseq results, a 70% to 80% decrease in OLMALINC expression following PTHrP mAb treatment for 72 h resulted in an approximately 70% decrease in SCD expression in both MDA-MB-231 and BT-549, respectively (Figure 6B). As a validation of the PTHrP mAb treatment effect on human BC cell lines, we proceeded to generate a knockout clone of PTHrP in MDA-MB-231 BCs using CRISPR/Cas9 system (Figure S8). Loss of PTHrP significantly reduced both OLMALINC and SCD expression, recapitulating the PTHrP mAb treatment (Figure S7). Our results indicate that overexpression of GM50337-Scd1 identified from our PyMT mouse model unravels a specific human lncRNA target, OLMALINC, which has the potential to impact human BC initiation and progression via PTHrP regulation.

Moreover, OLMALINC has been identified to contain sterol regulatory element binding protein 1/2 (SREBP1/2) binding sites at its TSSs using ENCODE project data [44]. SREBP1/2 is a transcriptional factor, which can activate a series of genes for fatty acid synthesis, including ATP citrate lyase (ACLY), acetyl-CoA carboxylase (ACC), fatty acid synthase (FASN), and SCD [46]. Several critical signaling pathways, such as phosphatidylinositol 3-kinase (PI3K)/protein kinase B (PKB, Akt)/mammalian target of rapamycin (mTOR), epidermal growth factor receptor (EGFR), and Ras, can regulate SREBP1/2 activation to mediate tumor growth and progression [46]. Our previous paper highlighted that PTHrP can activate the PI3K/AKT pathways, which drive cell growth and survival [8]. Therefore, we hypothesized that OLMALINC and SCD expression can be regulated via PTHrP through SREBP1/2 activation. First, we confirmed a high correlation between SREBP1 and OLMALINC in BC with an R-value of 0.53 using the Gepia2 tool from the TCGA database (http://gepia.cancer-pku.cn/ (accessed on 1 January 2022)) (Figure S7) [45]. Using RT-qPCR, we showed that PTHrP mAb treatment for 72 h results in a significant decrease in SREBP1 expression for both MDA-MB-231 and BT-549, respectively (Figure 6C). We also showed that FADS2, a rate-limiting enzyme for an alternative fatty acid desaturation pathway, has a significant decrease in expression after 72 h treatment using PTHrP mAb (Figure 6C). These data suggest that OLMALINC-SCD expression is responsive to PTHrP mAb treatment, which can be a major underlying mechanism for regulating fatty acid metabolism in BC.

## 4. Discussion

We generated a mammary epithelial-specific Pthrp-knockout in PyMT mice in which mammary epithelial cells are specifically traced by membrane-targeted GFP. In line with our previous findings using the same BC mouse model, we observed genes that regulate cell cycle signaling were significantly upregulated by PTHrP as early as hyperplasia. We also demonstrated for the first time that PTHrP upregulates Scd1 encoding for the key fatty acid metabolism enzyme via the activation of a novel oncogenic lncRNA-GM50337. We further validated our findings in human BC cell lines demonstrating that PTHrP can regulate the transcription of human SCD via a candidate human lncRNA. Overall, we used an unbiased RNAseq approach to unravel all the transcriptomes altered via Pthrp ablation, including critical PCGs and novel lncRNAs regulating fatty acid metabolism. 

To investigate the involvement of PTHrP in primary BC initiation and progression, we generated a mammary epithelial-specific Pthrp-knockout (Pthrpflox/flox; Cre+) in a transgenic BC mouse model (PyMT) which Cre specifically expressed in mammary epithelium is monitored by membrane-targeted GFP (mT/mG reporter). During BC initiation, pre-neoplastic transformed epithelial cells only represent a small proportion of the total mammary epithelial population among all types of cells in the mammary gland. This advanced mouse model allowed us to specifically enrich total mammary epithelial populations, including both normal and pre-neoplastic cells for subsequent RNAseq analyses as early as hyperplasia. Therefore, we were able to specifically examine the transcriptomes of mammary epithelial lineage by comparing the tumor with tumor-free mice in order to identify the DEGs underlying epithelial phenotypes during tumor initiation using such a novel approach. Secondly, our previous studies have shown that lung metastasis from PTHrP KO mice was mainly derived from PTHrP-expressing tumor cells that escaped gene ablation [14]. This is a known limitation of the universal Cre/loxP model in which recombination (gene-deletion) efficiency is inconsistent [5]. This novel generated mouse model allowed us to isolate the complete PTHrP deletion (expressing GFP) from non-recombined (escapees) cells (expressing mTd) by FACS in mammary epithelial cells or BC cells. Our mouse model ensured that any transcriptomic or signaling pathway changes identified from RNAseq can be ascribed to the loss of the PTHrP gene in mammary epithelial cells from tumor and tumor-free animals. 

Even though this mouse model is an invaluable tool for our study, they have some limitations. Specifically, hierarchical clustering analyses indicated that the MMTV-PyMT mouse model is initially associated with the mature luminal signature characterized by the expression of luminal keratin 8/18, ER+, and PR+ at an early stage of tumor progression but progresses to luminal progenitor features characterized by basal-like tumors with low levels of ER in later stages, which is associated with metastasis [47]. In contrast, breast tumors in women are characterized by significant heterogeneity of individual tumor tissues as well as different pathological and molecular subtypes that have different treatment responses and clinical outcomes. Therefore, our results here cannot be extended to all types of human breast tissues but are more representative of basal-like. This may explain the apparent discrepancy of our results compared to Fleming et al. [14,20] in which Pthrp was disrupted in a very different model, the MMTV-neu mouse model, which was previously classified as luminal B BC [20]. 

In our study, we reported for the first time the transcriptional changes between PTHrP WT and KO tumors associated with three distinct stages in BC progression in mammary epithelial cells. Pthrp ablation was accompanied by a significant delay in tumor initiation characterized by the disruption of several hallmarks of cancer, including proliferation signaling and cellular metabolism. We observed that the ablation of Pthrp significantly downregulated genes involved in the cell cycle, including G2M checkpoint and E2F targets, supporting our previous finding using the same BC mouse model [14]. E2F transcription factors play critical roles in the cell cycle, and specifically high E2F score increases the expression of cell proliferation-related genes and is significantly associated with BC aggressiveness [48]. DEGs regulating cell cycle signals from cluster 1 exclusively overexpressed in PTHrP WT tumors further confirmed the critical role of PTHrP in the cell proliferation process during tumor initiation. Cell cycle and proliferation genes are also strong predictors of metastasis [49]. Many studies have confirmed the role of PTHrP in BC bone metastasis in the late stage. Future studies should focus on examining whether PTHrP-regulated genes in the early stage have a fundamental role in BC metastasis and how many signaling pathways have been involved in this process. 

Importantly, we observed, for the first time, using an unbiased genome-wide gene expression approach, that PTHrP can regulate fatty acid metabolism in BC early stage. Alterations of lipid metabolism have received increasing attention as a hallmark of cancer, and the dysregulation of its related enzymes has been linked to oncogenic activation and the maintenance of cancer cell survival and metastatic potential [24]. SCD1 is a key enzyme in the de novo synthesis of fatty acids, catalyzing the conversion of saturated fatty acids (SFAs) into monounsaturated fatty acids (MUFAs). Accelerated cancer cell proliferation is characterized by a greater demand for MUFAs, which are utilized mainly for the synthesis of membranes and signaling molecules. The accumulation of MUFAs, together with the overexpression of SCD1 in various types of tumors, such as lung, breast, prostate, colon, kidney, and lymphoma, has been observed in previous studies [50]. BC patients with high levels of tumor-derived SCD1 have significantly shorter survival rates, suggesting that an increase in SCD1 activity may correlate with tumor aggressiveness and poor patient prognosis [51]. We observed that the knockout of Pthrp remarkably reduced the expression of Scd1, and the interruption of its expression impaired BC growth. We also know from our previous study that Pthrp ablation significantly improves survival [14]. These results are consistent with other studies showing that the inhibition of SCD1 has been found to effectively suppress tumor cell proliferation and promote apoptosis in various types of tumors. Several in vitro studies demonstrated that the stable knockdown of SCD1 in cancer cells led to a decrease in the rate of cell proliferation and induce apoptosis via the depletion of MUFAs [52,53]. Further studies showed that SCD1 inhibitors suppressed the proliferation and induced the apoptosis of cancer cells of different origins, such as colon, lung, kidneys, and bladder [54,55,56,57]. Similar effects were observed in BC using another inhibitor of SCD1, namely CAY10566 [58]. In vivo mouse xenograft models illustrated that tumor growth is impeded by Scd1 shRNA knockdown and Scd1 pharmacological inhibition in renal cell carcinoma, endometrial cancer, glioblastoma, and prostate cancer [56,59,60,61]. In our study, we used the Scd1 inhibitor, CAY10566, and observed a significant decrease in the proliferation rate of PyMT primary cells, further supporting the role of Scd1 in our mouse model. 

Our work also provides additional support for future applications of anti-PTHrP therapy in clinical trials in patients with BC. Human BC cells treated with anti-PTHrP mAb in vitro had a remarkable decrease in growth [27]. We also showed that the anti-PTHrP therapy effect on tumor cell growth in vitro is mechanistically related to tumor cell lipid remodeling. We further identified that anti-PTHrP therapy significantly reduced SREBP1 expression along with SCD1 and FADS2. SREBP1 is regarded as the master transcriptional regulator of fatty acid metabolism and regulates the main lipid metabolism enzymes [24]. Bao et al. showed that SREBP1 can promote BC cells’ migration and invasion, and its upregulation has been proposed as a poor prognostic marker in BC patients [62]. Recently, ncRNAs have emerged as a master regulator in reshaping cellular metabolism in cancer, and LncRNA-HR1 was shown to repress the SREBP1 promoter activity, decreasing lipid metabolism in the Huh7 hepatocarcinoma cell line [63]. In our in vitro study, human BC cells treated with anti-PTHrP mAb not only downregulated genes coding for key enzymes in fatty acid metabolism but also disrupted OLMALINC expression, a human ortholog of mouse GM50337 identified in our RNAseq analyses and functionally validated in vitro using the mouse primary BC cells. However, whether PTHrP has a direct or indirect effect in regulating fatty acid metabolism in BC needs further investigation. 

Moreover, our RNAseq data revealed that lncRNAs are abundantly differentially expressed in mammary tumors compared to normal mammary epithelial cells as early as the hyperplasia stage. Several lncRNAs identified in our study have been studied previously. One of these lncRNAs is Foxd2os, and the corresponding human counterpart is lncRNA FOXD2 adjacent to opposite strand RNA 1 (FOXD2-AS1). 

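Foxd2os, listed in cluster 2 of Table S2 for WT only, had 1 to 4 reads in the WT glands of week 6 and 11 to 30 in the tumors. Its log2 fold change was 2.70 (standard error 0.98, adjusted p = 0.138 from edgeR's quasi-likelihood test), with 3 of 3 tumors above both glands. At week 10 in WT mice it was also 2.70 (standard error 0.83, adjusted p = 0.0614), and in KO mice at week 8 it was 1.69 (0.93, 0.567), again with 3 of 3 tumors above both glands.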

FOXD2-AS1 is aberrantly expressed in various human cancers, including BC, and is associated with cancer progression [64]. Moreover, C130071C03Rik and A730020E08Rik were identified in an RNAseq screen on tumor organoids derived from PyMT mice and shown to be significantly overexpressed in breast tumors compared to normal breast tissue [42]. The human counterpart of C130071C03Rik is LINC00461, which is also significantly elevated in BC [42,65]. Emerging evidence has shown that lncRNAs play a critical functional role in BC initiation and progression. H19 is one of the most studied lncRNAs involved in BC evolution, which is aberrantly upregulated in human breast tumor tissues and cells and associated with an increased risk of BC [66]. LncRNA HOTAIR is aberrantly expressed in BC compared to the normal mammary epithelium, and its high expression level is correlated with a poor prognosis for BC and an independent biomarker for predicting BC mortality and metastasis [67]. 

Our study emphasizes the importance of unbiased screening approaches and identifies novel signaling pathways that can be regulated via PTHrP. The majority of the differentially expressed lncRNAs in PTHrP WT tumors compared to the KO tumors have not been described previously. The ablation of Pthrp significantly downregulated lncRNA expression, which has the potential to cis-regulate nearby PCGs in both mouse primary BC cells (GM50337 and Scd1) and human BC cell lines (OLMALINC and SCD). Our results indicate that Pthrp-regulated lncRNAs are important mediators during BC progression. Our study provides novel evidence that PTHrP is an important regulator of lncRNA involving fatty acid metabolism and thereby plays a critical role in BC progression. RNAseq analysis often lacks systematic functional validation. Here, we demonstrated the identified PTHrP-associated GM50337 using both computational approaches and molecular assays. We performed an ASO-mediated knockdown of GM50337 and observed a significant reduction in the proliferation of primary mouse BC cells. This suggests that functional lncRNA transcripts contribute to the hallmarks of cancer and, therefore, are appealing potential therapeutic targets. 

However, the functions of lncRNAs in cancer biology are still elusive. Our identification of PTHrP-regulated mouse lncRNA and the study of its relevant functions also have some limitations. First, many lncRNAs in mice are not highly conserved in humans, which often hinders the identification of human orthologs via a mouse model. In our study, we only observed the conservation of mouse GM50337 at the level of genetic location in the human genome but not based on sequencing conservation. Thus, we looked for a potential human ortholog of mouse GM50337 based on its location rather than its sequence conservation. Synteny between lncRNAs and PCGs is frequently conserved across species [68]. Future studies are necessary to unambiguously validate the correct human counterpart. Secondly, we knocked down GM50337 in the mouse primary BC cells and observed a significant decrease in Scd1 expression, indicating that GM50337 has the potential to cis-regulate Scd1. However, deeper functional and structural studies are needed to further elucidate the mechanisms of this GM50337-Scd1 interplay. Such studies could determine whether cis-acting lncRNAs activate the transcription of closely located genes by promoting chromatin looping from transcriptional enhancers [23]. Thirdly, while the lncRNAs mentioned above affect the expression of genes nearby, other lncRNAs act in trans, regulating gene transcription at independent chromosomal loci. Our current study only focused on the lncRNAs with a cis-regulatory function, and future studies will be necessary to explore the lncRNAs with a potential trans-acting function. Finally, the expression of some antisense lncRNAs is downregulated during BC initiation and progression, thus exerting tumor suppressive roles. For example, several human p53-regulated lncRNAs are downregulated in colorectal cancer and in acute lymphocytic leukemia, suggesting their role as tumor suppressors [23]. Here, we only focused on the overexpressed lncRNAs regulated by PTHrP, and future studies will be necessary to explore whether PTHrP has the potential to downregulate lncRNAs, which may have a tumor suppressor function. 

## 5. Conclusions

Our loss-of-function experiments in advanced genetically engineered mouse models of BC progression and in vitro human BC cells demonstrate that PTHrP deletion/inhibition results in a significant BC initiation delay via the interruption of cell growth and fatty acid metabolism remodeling. We propose that targeting these novel pathways, including these lncRNAs controlled by PTHrP, could be used to develop targeted therapeutic strategies in BC and its metastatic complications.

## Figures and Tables

**Figure 1:**
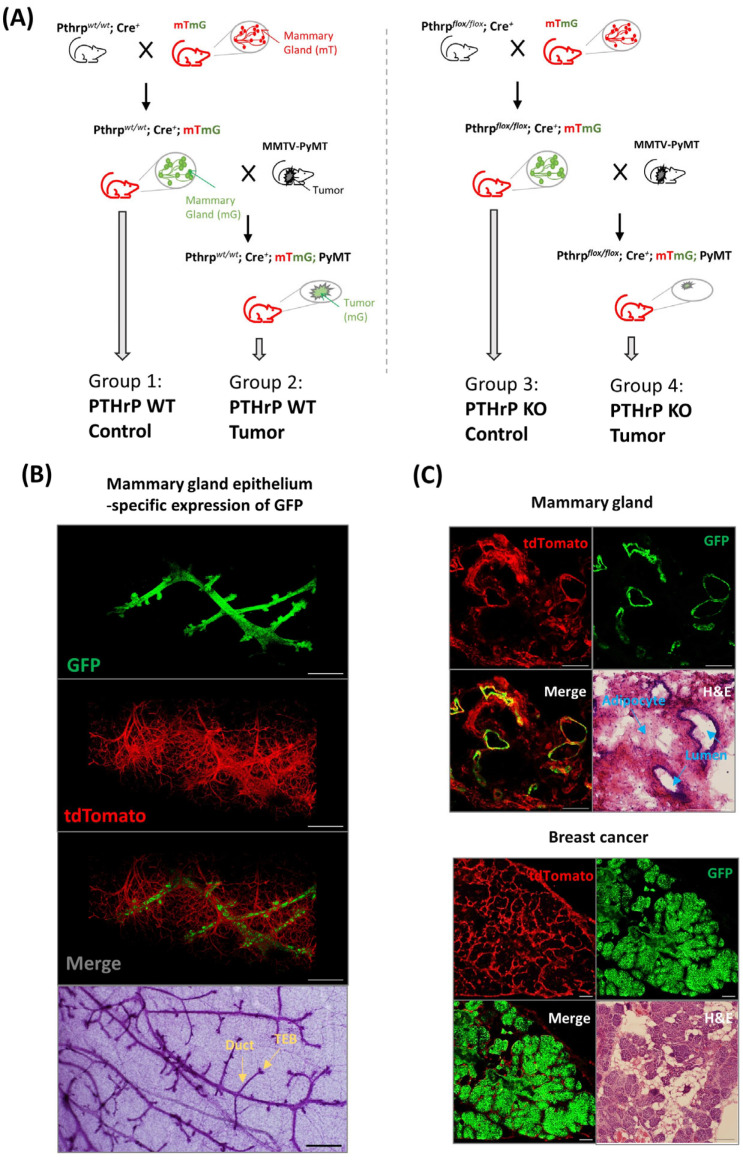
Generation of mouse tumor model. (**A**) Schematic diagram of the genetic construction of four groups of mice. Pthrp*^wt/wt^*; Cre^+^ mTmG tumor-free (Group 1), Pthrp*^wt/wt^*; Cre^+^ mTmG tumor (Group 2), Pthrp*^flox/flox^*; Cre^+^ mTmG tumor-free (Group 3) and Pthrp*^flox/flox^*; Cre^+^ mTmG tumor mice (Group 4). Pthrp*^wt/wt^*; Cre^+^ and Pthrp*^flox/flox^*; Cre^+^ mice were crossed with membrane-targeted Tomato/membrane-targeted GFP (mTmGRosa26 mice) to produce Pthrp*^wt/wt^*; Cre^+^ mTmG tumor-free (Group 1) and Pthrp*^flox/flox^*; Cre^+^ mTmG tumor-free (Group 3), respectively. Cre^+^ mTmG tumor-free (Group 1) and Pthrp*^flox/flox^*; Cre^+^ mTmG tumor-free (Group 3) were further crossed with MMTV-Cre transgenic breast tumor mice to obtain Cre^+^ mTmG tumor (Group 2) and Cre^+^ mTmG tumor mice (Group 4), respectively. (**B**) Ubiquitous expression of mTd and tissue-specific expression of GFP in ducts and alveoli in the mammary gland (fresh tissue). Wholemount staining of mouse mammary glands at the same stages of development showing ductal structures and terminal end buds (TEB) embedded in a fat pad. (**C**) Normal histological appearance of the mammary gland from mTmG; Cre^+^ tumor-free and tumor mice. Upper panel: Mammary gland. H&E staining of cross-section frozen mice mammary gland tissue showing a few normal lumens with epithelial cells. Lower panel: breast cancer. H&E staining of cross-section frozen mice breast cancer tissue.

**Figure 2:**
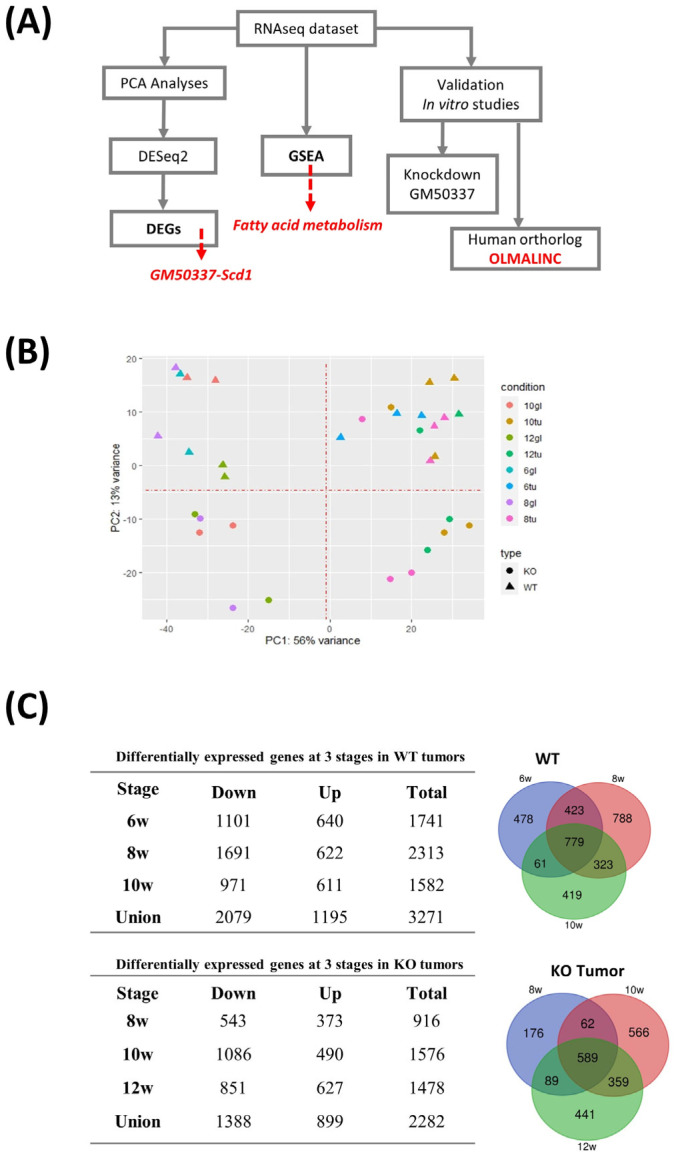
Differentially expressed genes along tumor progression. (**A**) Workflow for RNAseq analyses. (**B**) PCA of the mRNA expression data in tumor and normal samples. (**C**) Differentially expressed genes at 3 stages in WT and KO tumors and Venn diagram of DEGs for PTHrP WT and KO tumors.

**Figure 3:**
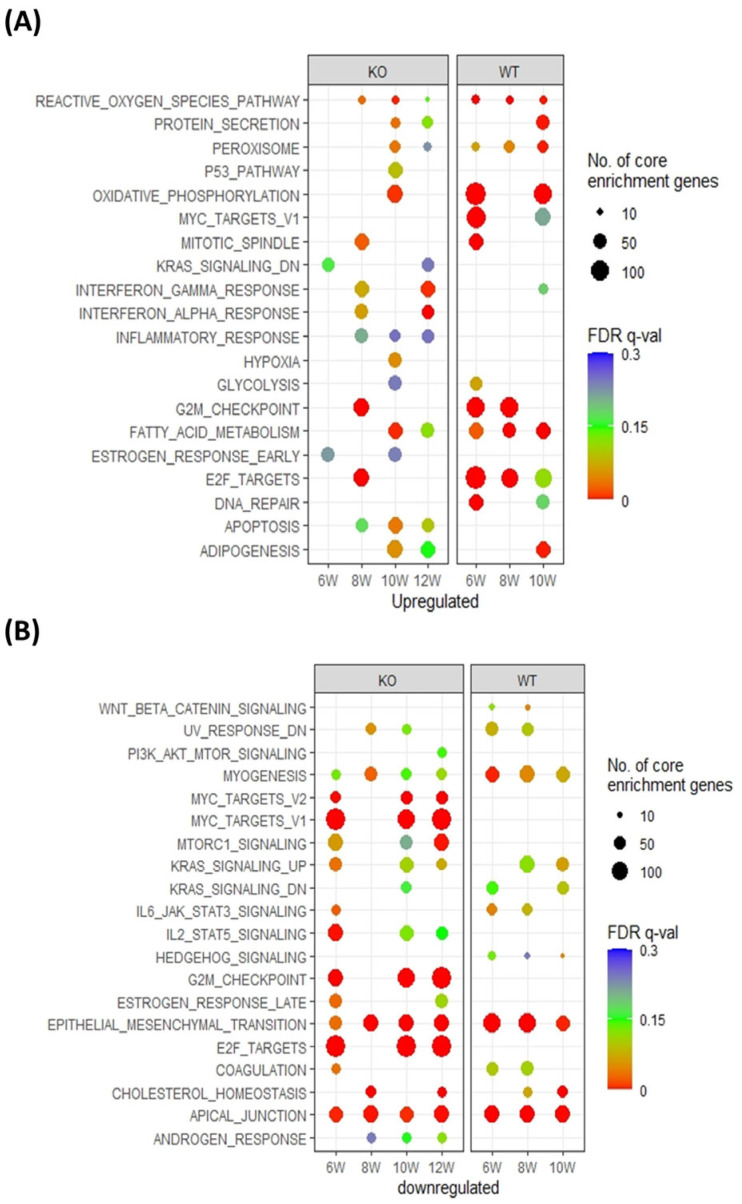
Pathway enrichment analyses. (**A**) Upregulated GSEA-hallmarks in tumor cells compared to tumor-free cells. (**B**) Downregulated GSEA-hallmarks in tumor cells compared to tumor-free cells. GSEA-hallmark enrichment at different stages for PTHrP WT and KO tumors. The top 20 terms with the most significant FDR at each time point were plotted. Color represents –log10 of FDR or overrepresented *p*-value, and dot size represents the number of enrichment genes in each hallmark term.

**Figure 4:**
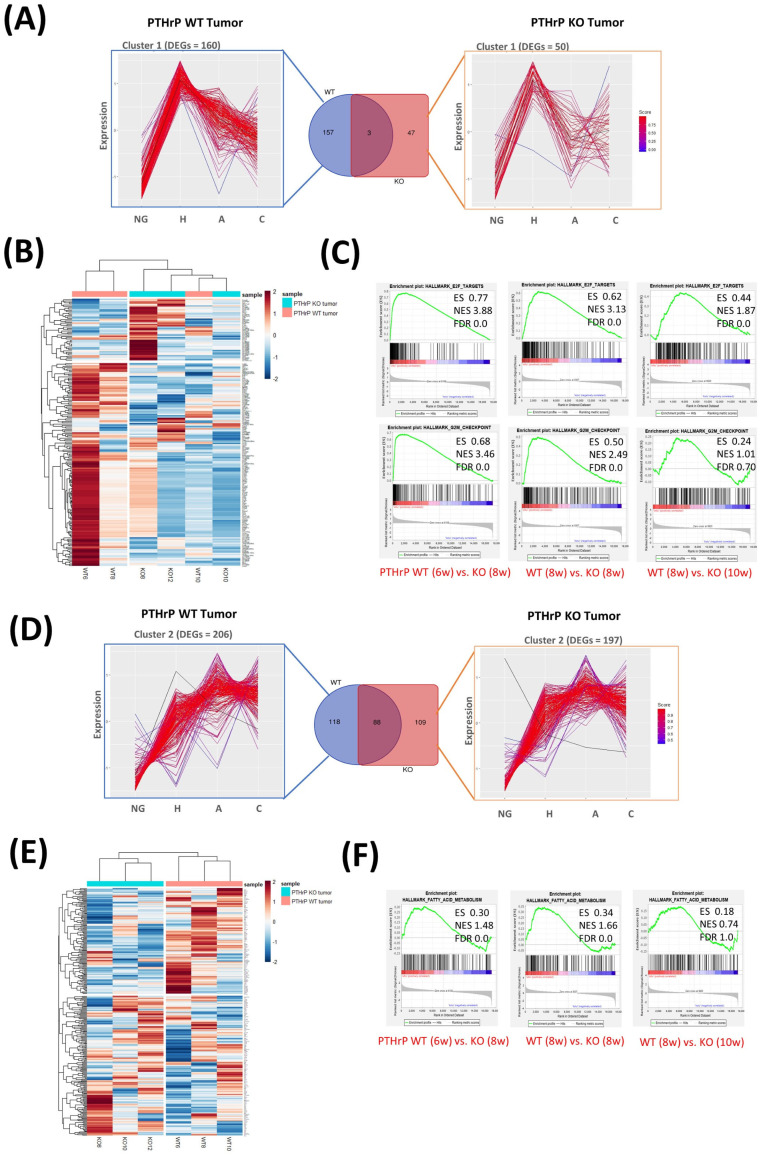
Temporal expression analysis of deregulated genes from WT and KO tumors. (**A**) Cluster 1 of unions of the DEGs from WT and KO tumor at hyperplasia stage. Each line indicates one differential expression gene. The red line indicates the high similar one, and the blue line indicates the low similar one (K = 3). (**B**) RNA-Seq heatmap showing the 202 genes in cluster 1 differentially over-expressed in PTHrP WT at week 6 and KO tumors at week 8 compared to their tumor-free controls, followed by their expression during the tumor development at week 8 and 10 for PTHrP WT and week 10 and 12 for KO tumors, respectively. (*p* value adjusted (padj) < 0.1, log2 fold change (log2FC) > ±1.5). (**C**) GSEA results indicated that PTHrP expression was significantly correlated with the cell cycle-associated gene signatures, including HALLMARK_E2F_TARGETS and HALLMARK_G2M_CHECKPOINT. (**D**) Cluster 2 of unions of the DEGs from WT and KO tumor at hyperplasia stage. Each line indicates one differential expression gene. The red line indicates the high similar one, and the blue line indicates the low similar one (K = 3). (**E**) RNA-Seq heatmap showing the 310 genes in cluster 2 differentially over-expressed in PTHrP WT at week 6 and KO tumors at week 8 compared to their normal controls, followed by their expression during the tumor development at week 8 and 10 for PTHrP WT and week 10 and 12 for KO tumors, respectively. (*p* value adjusted (padj) < 0.1, log2 fold change (log2FC) > ±1.5). (**F**) GSEA results indicated that PTHrP expression was significantly correlated with the fatty acid metabolism-associated gene signatures, including HALLMARK_FATTY_ACID_METABOLISM.

**Figure 5:**
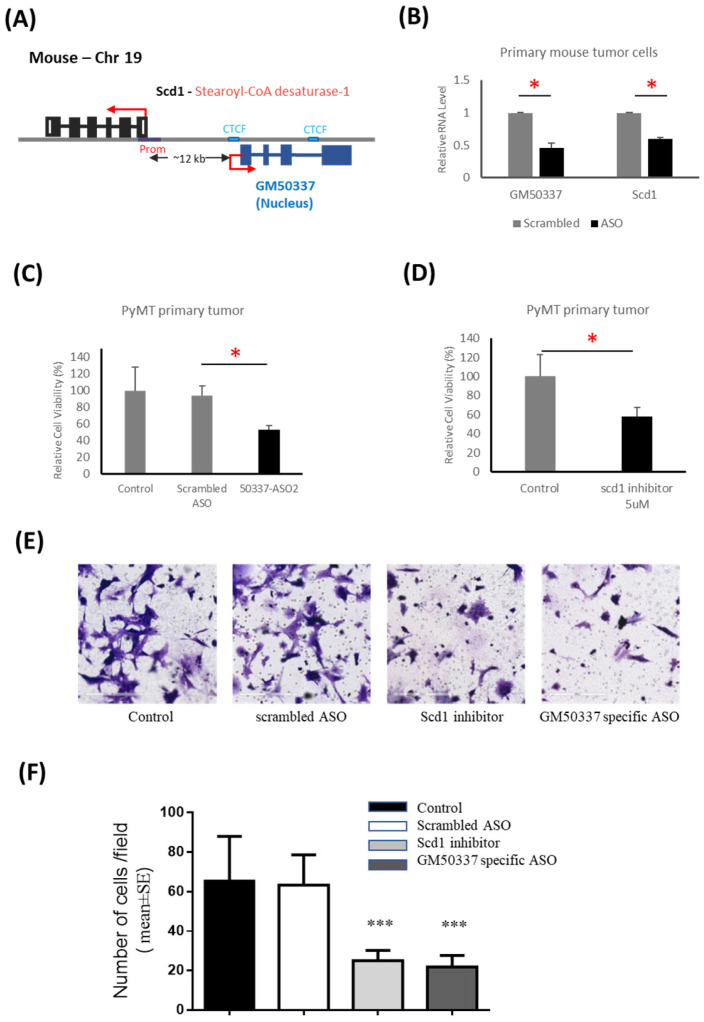
Interruption of GM50337-Scd1 decreases cell viability and proliferation. (**A**) Representation of the GM50337 gene locus. GM50337 is an intergenic lncRNA gene located on mouse chromosome 19, and the GM50337 RNA transcript contains 4 exons and a poly (**A**) tail. The red box indicates promoter region, and the blue box indicates the CTCF binding site. (**B**) qPCR showing GM50337 and Scd1 expression in primary tumor cells after 24 h of incubation with GM50337-specific ASO compared to scASO-treated control cells. Data are presented as mean values ± SD (*n* = 3 independent experiments). * *p* < 0.05 (paired student’s *t*-test; two tailed). (**C**) Primary tumor cells treated with 5 µM ASO target GM50337 for 72 h. A scASO was used as a negative control. Cell viability is normalized to cells treated with scASO. (**D**) Primary tumor cells treated with 5 uM Scd1 inhibitor for 72 h. Cell viability is normalized to untreated cells (‘Control’). Data are presented as mean values ± SD (*n* = 3 independent experiments). * *p* < 0.05 (paired student’s *t*-test; two tailed). (**E**) Matrigel invasion assay. Microscopic picture of invaded cells. Primary tumor cells treated with 5 µM ASO target GM50337 or with 5 µM Scd1 inhibitor for 36 h, respectively. A scASO was used as a negative control. (**F**) Bar graph represents the number of cells that invaded the Matrigel. Values are as mean ± SEM, *n* = 15, *** *p* < 0.001.

**Figure 6:**
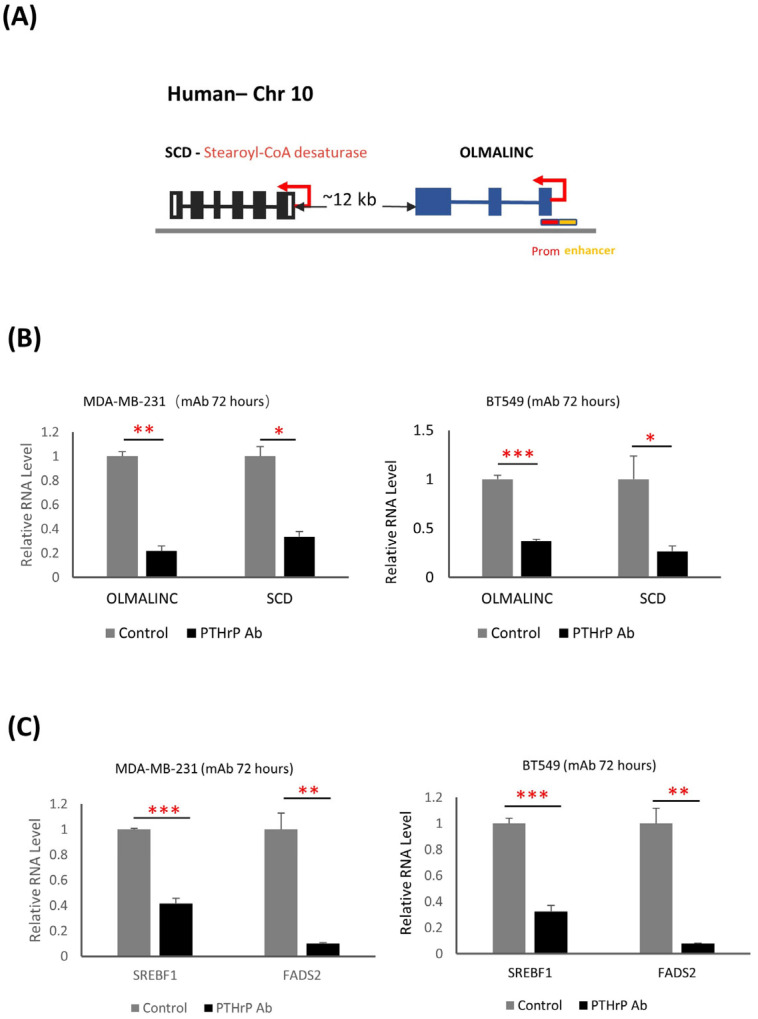
PTHrP mAb treatment to human BC causes a decrease in expression of OLMALINC and target genes. (**A**) Representation of the OLMALINC gene locus. OLMALINC is an intergenic lncRNA gene located on human chromosome 10, and the OLMALINC RNA transcript contains 3 exons and a poly (**A**) tail. The red box indicates promoter region, and the orange box indicates the enhancer region. (**B**) (Left) qPCR showing OLMALINC and SCD expression in MDA-MB-231 after 72 h of incubation with PTHrP Ab compared to the control cells with Ab treatment. (Right) qPCR showing OLMALINC and SCD expression in BT-549 after 72 h of incubation with PTHrP Ab compared to the control cells with Ab treatment. Data are presented as mean values ± SD (*n* = 3 independent experiments). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.005 (paired student’s *t*-test; two tailed). (**C**) (Left) qPCR showing SREBF1 and FADS2 expression in MDA-MB-231 after 72 h of incubation with PTHrP Ab compared to the control cells with Ab treatment. (Right) qPCR showing SREBF1 and FADS2 expression in BT-549 after 72 h of incubation with PTHrP Ab compared to the control cells with Ab treatment. Data are presented as mean values ± SD (*n* = 3 independent experiments). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.005 (paired student’s *t*-test; two tailed).

**Table 1:** lncRNA-PCG pair overexpressed in PTHrP WT tumors.

LncRNAs	Protein Coding Genes	PCC	*p* Value	Description	Functions
Up only in PTHrP WT tumors					
A730020E08Rik	Ccser1	0.74	7.05 × 10^−7^	Coiled-Coil Serine Rich Protein 1	Modulate cell division
BC016548	Elf5	0.97	3.14 × 10^−20^	E74 Like ETS Transcription Factor 5	Transcription factor
Gm14133	Syndig1	0.79	4.27 × 10^−8^	Synapse Differentiation Inducing 1	Regulator of excitatory synapse development
Gm26902	Ch25h	0.75	5.07 × 10^−7^	Cholesterol 25-hydroxylase	Enzyme that converts cholesterol to 25-hydroxycholesterol
Gm50337	Scd1	0.91	1.34 × 10^−13^	Stearoyl-CoA desaturase 1	Synthesis of monounsaturated fatty acids
Rps18-ps4	Rps18-ps6	0.71	3.46 × 10^−6^	Ribosomal Protein S18, Pseudogene 6	NA

## Data Availability

The datasets generated and analyzed for RNA-Seq in this publication, corresponding raw read counts matrix, and normalized gene expression matrix reported in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) [69] and are accessible through GEO Series accession number GSE225877.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15153763/s1, Figure S1. Representative FACS of mammary gland cells showing presence of mGFP cells in normal mammary gland from Pthrp*^wt/wt^*; Cre *mTmG* control mice. Figure S2. RNAseq samples collection from MMTV-PyMT mouse model of 4 groups. Figure S3. (A). Total reads and mapping rate for all the RNAseq samples (*n* = 33). (B). A representative figure showing the normalized gene counts of GFP and mTd for cancer and control sample at week 8. (C). Alignment results of sequencing reads in the *Pthlh* gene (*Pthrp*) cluster are shown as custom tracks in UCSC Genome Browser. Figure S4. The composition of the DEGs from 3 clusters of WT tumors. Figure S5. (A). qPCR verification and validation of GM 50337 from intact tumor tissues and normal mammary gland in the PyMT mouse; RNA samples were not used for RNAseq. (B). Assessing the protein coding potential of GM 50337 using Coding Potential Calculator (CPC) and the predicted open reading frame (ORF) and putative peptide. Figure S6. (A). mouse T 41 and mouse E 0771 BC cells treated with 5 uM ASO target GM 50337 for 72 h. (B). mouse T 41 and mouse E 0771 BC cells treated with 5 uM Scd 1 inhibitor for 72 h. Figure S7. Based on the GEPIA2 approach, we obtained the expression correlation between OLMALINC and SCD in TCGA breast cancer dataset. Figure S8. (A). Immunofluorescence (IF) for PTHrP in KO or control MDA-MB-231 cell line (empty vector) and fluorescence density diagrams. (B). qPCR showing OLMALINC and SCD expression in MDA231 control and PTHrP KO cells. Table S1. RNAseq data showing sample name, total reads, mapping rate, duplication rate and gene detected for each sample. Table S2. DEGs (fold change > 2, false discovery rate (FDR) < 0.1) in PTHrP WT and KO tumor for 3 clusters compared with their tumor-free controls. Table S3. Primer pairs (5’ -> 3’) used in qPCRs.

# Supplementary material for: PTHrP Regulates Fatty Acid Metabolism via Novel lncRNA in Breast Cancer Initiation and Progression Models
**Source:** Cancers (Basel). 2023 Jul 25;15(15):3763. doi: 10.3390/cancers15153763
**Supplement:** Supplementary file 1

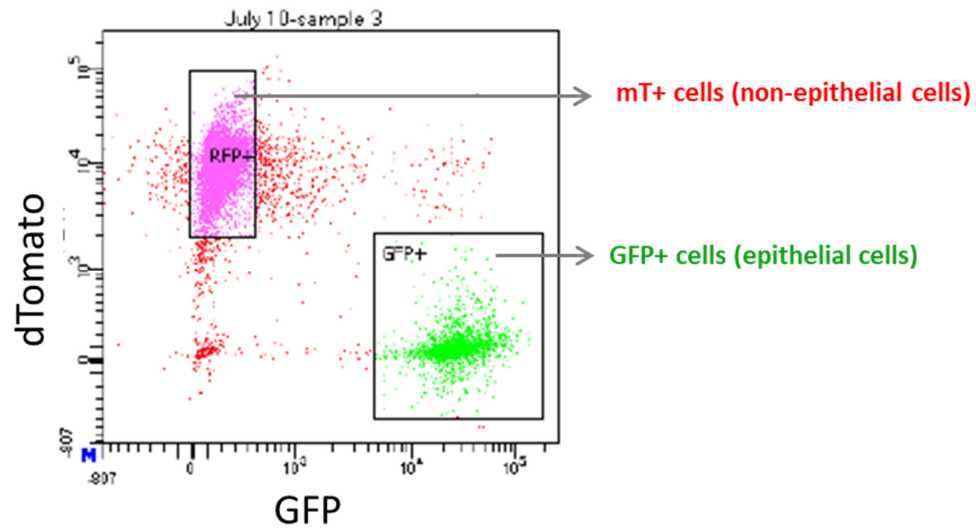

Supplementary Figure S1. Representative FACS of mammary gland cells showing presence of mGFP<sup>+</sup> cells in normal mammary gland from Pthrp<sup>wt/tot</sup>; Cre<sup>+</sup> mTmG control mice. Shown are Td on the y-axis and GFP in the x-axis.

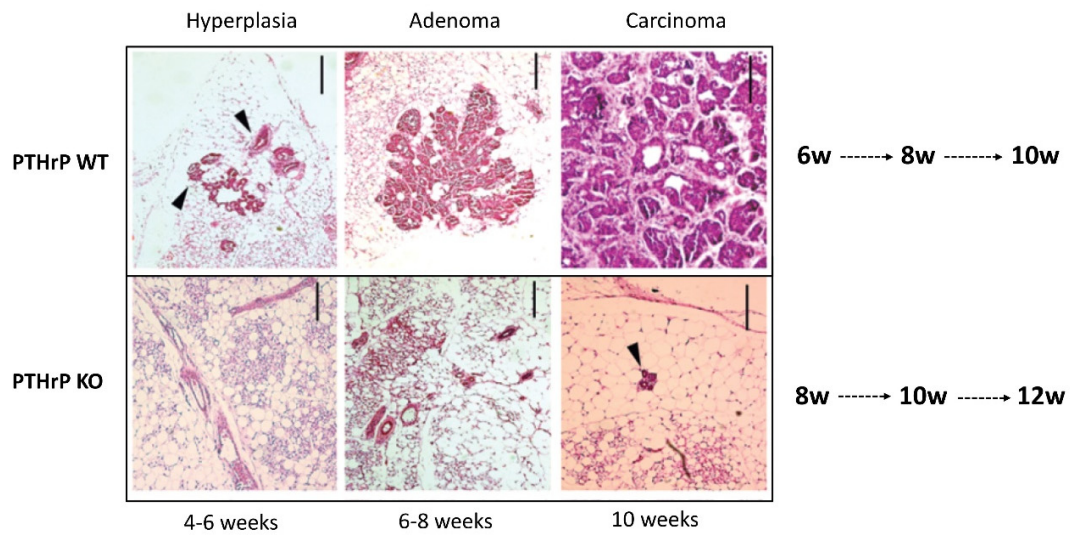

Supplementary Figure S2. RNAseq samples collection from MMTV-PyMT mouse model of 4 groups.

(A)

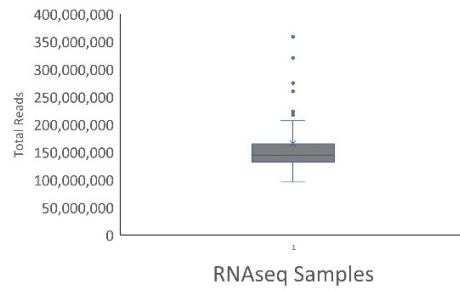

(B)

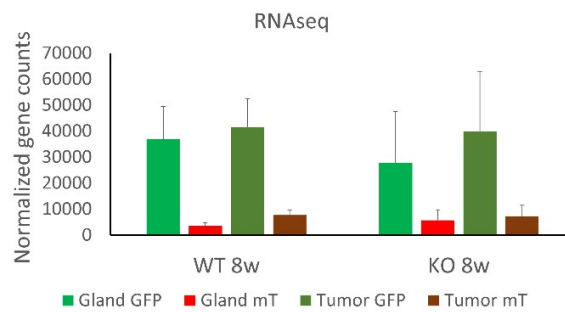

(C)

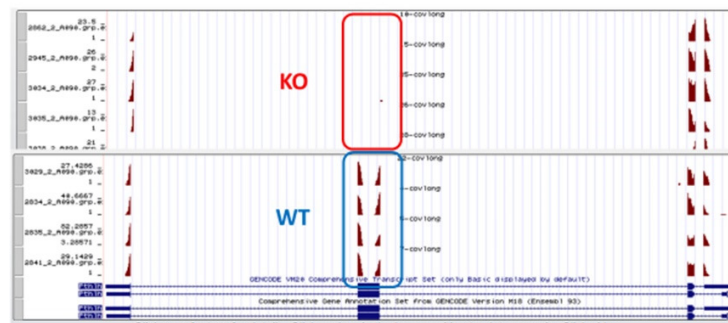

Supplementary Figure S3. (A) Total reads and mapping rate for all the RNAseq samples ( $n = 33$ ). The box plot presents the distribution of each sample for the total reads and mapping rate for the RNAseq. (B): A representative figure showing the normalized gene counts of GFP and mTd for cancer and control sample at week 8. The green box denotes GFP, and the red box indicates mTd. The normalized gene counts were plotted with the error bar showing the standard deviation. (C): Alignment results of sequencing reads in the *Pthlh* gene (*Pthrp*) cluster are shown as custom tracks in UCSC Genome Browser. The top four tracks show no reads aligned to the exon 4 of *Pthlh* gene. The bottom 4 tracks show exon 4 of *Pthlh* gene is covered by sequencing reads.

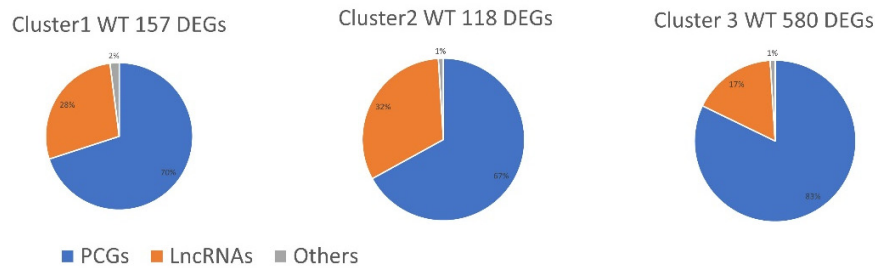

Supplementary Figure S4. The composition of the DEGs from 3 clusters of WT tumors.

(A)

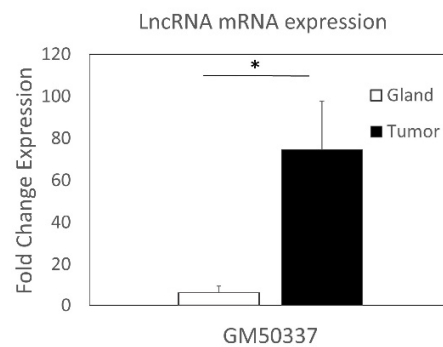

(B)

| ID      | Label     | Coding probability | Peptide length(aa) | Fickett score | Isoelectric point | ORF integrity | Details              |
|---------|-----------|--------------------|--------------------|---------------|-------------------|---------------|----------------------|
| Gm50337 | noncoding | 0.00881623         | 35                 | 0.36371       | 6.13507080078     | complete      | <a href="#">View</a> |

| Result for species name : mm10 with job ID :1638393851 |               |          |          |               |                 |                    |              |
|--------------------------------------------------------|---------------|----------|----------|---------------|-----------------|--------------------|--------------|
| Data ID                                                | Sequence Name | RNA Size | ORF Size | Fickett Score | Hexamer Score   | Coding Probability | Coding Label |
| 0                                                      | GM50337-201   | 1023     | 105      | 0.8008        | -0.124157934738 | 0.028346025798761  | no           |

Supplementary Figure S5. (A) qPCR verification and validation of GM50337 from intact tumor tissues and normal mammary gland in the PyMT mouse; RNA samples were not used for RNAseq. Asterisk “\*”:  $p$  Value  $<0.05$ . (B) Assessing the protein coding potential of GM50337 using Coding Potential Calculator (CPC), and the predicted open reading frame (ORF) and putative peptide. Protein coding potential analysis of GM50337 RNA transcript using Coding-Potential Assessment Tool (CPAT).

**(A)**

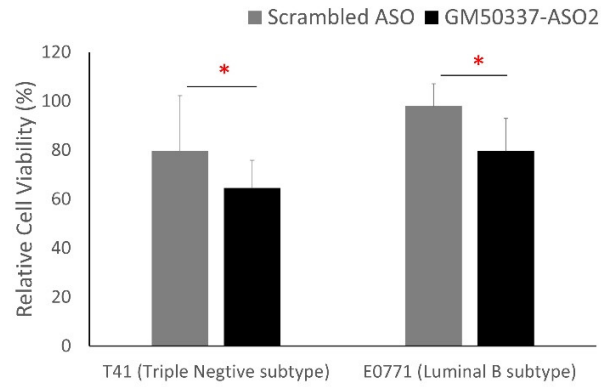

**(B)**

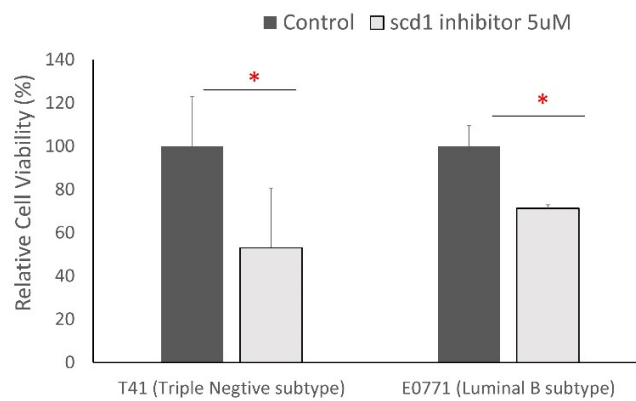

Supplementary Figure S6. (A) mouse T41 and mouse E0771 BC cells treated with 5uM ASO target GM50337 for 72h. A scASO was used as a negative control. Cell viability is normalized to cells treated with scASO. (B) mouse T41 and mouse E0771 BC cells treated with 5uM Scd1 inhibitor for 72 h. Cell viability is normalized to untreated cells ("Control"). Data are presented as mean values  $\pm$  SD ( $n = 3$  independent experiments).  $*p < 0.05$  (paired student's t-test; two tailed).

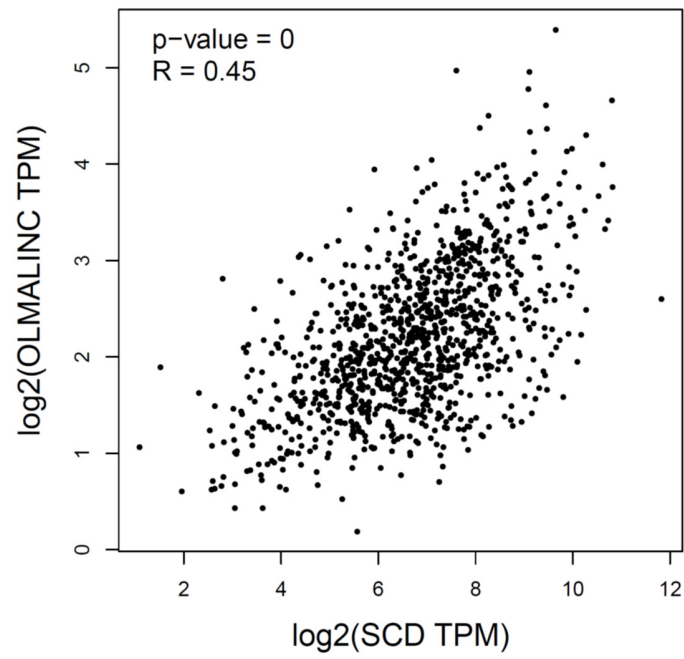

Supplementary Figure S7. Based on the GEPIA2 approach, we obtained the expression correlation between OLMALINC and SCD in TCGA breast cancer dataset.

(A)

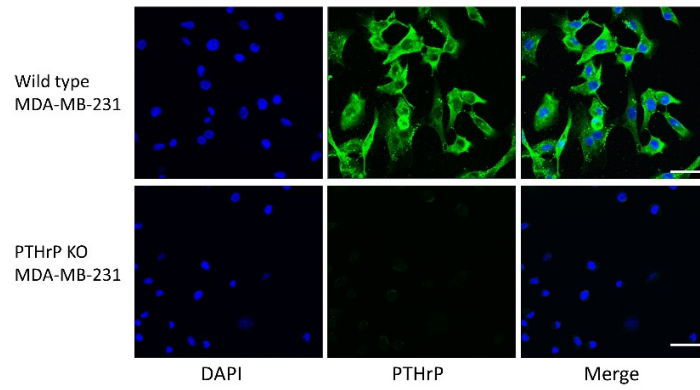

(B)

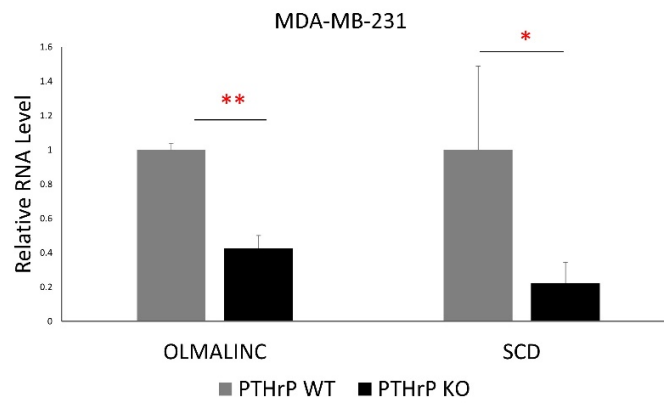

Supplementary Figure S8. (A) Immunofluorescence (IF) for PTHrP in KO or control MDA-MB-231 cell line (empty vector) and fluorescence density diagrams ( $n = 10$ ,  $p < 0.0001$ ). (B) qPCR showing OLMALINC and SCD expression in MDA231 control and PTHrP KO cells. Data are presented as mean values  $\pm$  SD ( $n = 3$  independent experiments).  $*p < 0.05$ ,  $**p < 0.01$  (paired student's t-test; two tailed).

# Supplementary material for: PTHrP Regulates Fatty Acid Metabolism via Novel lncRNA in Breast Cancer Initiation and Progression Models
**Source:** Cancers (Basel). 2023 Jul 25;15(15):3763. doi: 10.3390/cancers15153763
**Supplement:** Supplementary file 1

**Table S1.** RNAseq data showing sample name, total reads, mapping rate, duplication rate and gene detected for each sample.

| Mouse ID | Total Reads | Gene detected | Mapping rate | Duplication rate |
|----------|-------------|---------------|--------------|------------------|
| #2971    | 2.6E+08     | 27613         | 0.865        | 0.44             |
| #3033    | 2.75E+08    | 26901         | 0.764        | 0.569            |
| #3036    | 1.52E+08    | 25028         | 0.809        | 0.463            |
| #3039    | 1.37E+08    | 23995         | 0.897        | 0.349            |
| #3040    | 1.5E+08     | 23090         | 0.809        | 0.445            |
| #3041    | 1.33E+08    | 21755         | 0.797        | 0.433            |
| #2944    | 2.23E+08    | 24195         | 0.873        | 0.501            |
| #3013    | 1.56E+08    | 23671         | 0.848        | 0.406            |
| #3015    | 2.07E+08    | 26948         | 0.888        | 0.38             |
| #3034    | 1.5E+08     | 26804         | 0.881        | 0.352            |
| #3035    | 1.52E+08    | 21481         | 0.698        | 0.621            |
| #2862    | 1.34E+08    | 22746         | 0.831        | 0.492            |
| #3038    | 1.51E+08    | 23505         | 0.798        | 0.478            |
| #2857    | 1.15E+08    | 23067         | 0.831        | 0.343            |
| #2945    | 1.32E+08    | 20852         | 0.746        | 0.611            |
| #3002    | 2.17E+08    | 28616         | 0.885        | 0.421            |
| #3030    | 1.68E+08    | 25344         | 0.877        | 0.373            |
| #3045    | 96004162    | 22228         | 0.873        | 0.319            |
| #2880    | 1.33E+08    | 24279         | 0.876        | 0.344            |
| #2875    | 1.44E+08    | 24459         | 0.87         | 0.332            |
| #2849    | 3.21E+08    | 27808         | 0.9          | 0.428            |
| #2781    | 1.32E+08    | 24219         | 0.861        | 0.344            |
| #2770    | 1.45E+08    | 26790         | 0.879        | 0.353            |
| #3070    | 1.42E+08    | 23722         | 0.863        | 0.357            |
| #3048    | 1.23E+08    | 24269         | 0.913        | 0.348            |
| #3077    | 1.56E+08    | 26124         | 0.898        | 0.356            |
| #2882    | 1.26E+08    | 23628         | 0.922        | 0.347            |
| #3065    | 1.38E+08    | 26455         | 0.913        | 0.337            |
| #2771    | 3.59E+08    | 26749         | 0.939        | 0.46             |
| #3069    | 1.07E+08    | 26558         | 0.906        | 0.288            |
| #3026    | 1.43E+08    | 26189         | 0.902        | 0.325            |
| #3027    | 1.26E+08    | 26613         | 0.909        | 0.319            |

How the deposited data were processed for this re-analysis (not part of the article)

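RNAseq libraries of sorted GFP+ mammary cells from 33 mice were used, 19 of mammary tumors and 14 of tumor-free glands. Conditions were taken from the sample labels and checked against Table S1, which lists 32 of the mice. The WT tumor of 12 weeks is not in Table S1 and has no replicate, so it enters no test of DEGs. It is part of the filter and normalization of the fit of all libraries, of the principal components and correlations over all libraries, and of the WT tumors whose PC2 scores were compared with those of KO tumors. All columns of the deposited tables were matched to a mouse by its number in the labels.

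The authors depleted total RNA of rRNA, made stranded paired-end libraries, aligned the reads with HISAT to the mouse genome (GRCm38) and the Gencode M16 transcriptome, removed amplification duplicates with Picard and counted reads per gene with HTSeq. The deposited count table holds these raw counts for 55598 rows. Of them, 55487 are genes and 111 are spike-in, reporter and transgene sequences, which held 0.0778% of the reads and were left out of library sizes and tests. The strand setting of the counting is not stated in the paper, and the table holds gene identifiers later than Gencode M16. The authors also deposited a table of normalized signal, gene counts divided by 1 size factor per library, for 35323 gene identifiers. The count table also holds 35004 of these identifiers, and 319 of them are not in it. All values of the normalized table become whole numbers once the size factor is undone. Between 72.7% and 82.3% of these numbers (median 77.6%) equal those of the count table, so the tables come from different countings. The normalized table was used for the correlations and for an alternative of the clustering. It has no row for Gm50337, whose raw count was divided by the authors' size factor of each library.

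Counted reads per library (lowest to highest) were 31642985 to 72633074 in WT tumors of week 6, 42396176 to 108497913 at week 8, 40849018 to 48598007 at week 10 and 91096907 in the tumor of week 12. In KO tumors they were 43812714 to 80187304 at week 8, 37061389 to 46516985 at week 10 and 46351179 to 70950505 at week 12. In WT glands they were 42630762 to 50741070 at week 6, 45176725 to 46453735 at week 8, 35228250 to 130981596 at week 10 and 40980074 to 46161638 at week 12. In KO glands they were 28419983 to 48948162 at week 8, 32649211 to 39937428 at week 10 and 28683384 to 36463075 at week 12. At these depths a gene with 0 reads in a library can still have up to 3 expected reads, so groups whose libraries all held 3 reads or fewer were treated as at the floor. A fold change against such a group is given as a lower bound computed against 3 reads. Of the 55487 genes, 6015 had 0 reads in every library.

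Among 25 pairs of libraries of 1 condition none were duplicates of each other, and pairs across conditions were not compared. The lowest chi-square per degree of freedom between their counts was 42.27. The rRNA share of a library is the percent of its counted reads on genes of type rRNA, nearly all of them on CT010467.1.

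All tests of single genes used the deposited counts in edgeR 4.0.16 (estimateDisp, glmQLFit and glmQLFTest) with TMM normalization and 1 coefficient per condition over all 33 libraries, on 36527 genes with at least 10 reads summed over the libraries. DEGs had a fold change over 1.5 and a Benjamini-Hochberg adjusted p under 0.1, as in the paper, and a fold change over 2 was used where the paper used it. The paper names DESeq2, which was run as an alternative (1.42.0). Standard errors are the log2 fold change divided by the square root of the F statistic. There were 15 comparisons, namely 6 of tumors against glands of 1 genotype and age, 4 of WT against KO tumors, 3 of the difference in the tumor effect between the genotypes (hyperplasia, with WT mice of week 6 and KO mice of week 8, then week 8 and week 10), and 2 of WT against KO averaged over ages, in tumors of weeks 8 and 10 and in glands of weeks 8, 10 and 12. CPM values are counts scaled by TMM library size, given as the mean and SD over the mice of a group.

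Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01. For the pathway lists p was adjusted over 78 pairs of a list and a comparison. For the cell type lists it was adjusted apart from these. There were 6 lists of pathways (G2/M phase, S phase, DNA repair, apoptosis, fatty acid oxidation and fatty acid synthesis) and 7 lists of 10 cell type markers (basal or myoepithelial, luminal, adipocyte, fibroblast, macrophage, lymphocyte and endothelial). The hallmark sets of the paper were not used here. Principal components were computed from DESeq2's variance-stabilized counts of the 500 most variable genes. K-means used 3 clusters and 100 starts on z-scores of stage means. Correlations and differences of scores were tested with 100000 permutations or, with fewer than 10 libraries in a group, exactly, all two-sided. The error of r used to compare it with the paper's value is (1 - r squared) divided by the square root of the number of libraries less 1. Gene coordinates are those of GENCODE M21 on GRCm38, in which 99.7% of the tested genes were found. Tools were R 4.3.3, fgsea 1.28.0 for the Reactome sets, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

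The genes named in the text were set by a rule, namely every gene the paper names in its results, discussion or Table 1, and the 5 genes with the smallest adjusted p between WT and KO tumors over ages and the 5 between WT and KO glands. Genes outside this rule are named where a count was small or a loading large, and they were chosen after their values were seen.

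The steps were tested on simulated data. With 200 of 35478 genes changed, edgeR recovered 167 (83.5%) with a median absolute log2 fold change of 1.92 against the simulated 2, and with 1 replicate left out it recovered 141 (70.5%). The changed genes were drawn from genes with many reads, the spread was preset and genes were simulated independently of each other. Recovery in the data can thus be lower. Camera called the changed list and 1 of 20 unchanged lists of 50 genes, and fry called the changed list and 2 of 20. A simulated pair of related genes gave r = 0.87 (permutation p = 1e-04) and an unrelated pair 0.137 (permutation p = 0.455). K-means returned 597 of 600 genes to their own cluster.

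The tests, the samples in each, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. These alternatives were DESeq2, DESeq2's size factors in the edgeR fit (RLE), edgeR's filterByExpr (21423 genes), no filter beyond 1 read (49472 genes), fits on only the libraries compared with edgeR or DESeq2, the replicate number as a block, a log2 fold change over 1.5 as the threshold, and each tumor left out in turn. For the lists they were fry, an estimated correlation and Reactome sets. For the components, clusters and correlations they were all genes, log2 CPM values, the libraries of Table S1, the authors' normalized values, the genes of Table S2 and the removal of 2 extreme libraries. The fits without 1 tumor kept the trended dispersion of the full fit. Alternatives added after the data were seen were the log10 rRNA share as a covariate, tumors of a low rRNA share only, fry for the cell type lists, lncRNAs and pseudogenes counted together, each tumor left out for 3 gene lists, and components without the rRNA rows. Replicate numbers of the labels were not taken as pairs. A reading at exon level, for the loss of exon 4 of Pthlh, was not possible from counts per gene.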

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

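Of the tests in this part, the other splits of the libraries for the G2/M and fatty acid synthesis lists, the principal components without the rRNA rows and the check of a mislabelled WT tumor were set before their result was seen. All other tests here were chosen after the result they bear on was seen.

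Several gene lists changed by different amounts in WT and KO mice when the tumor effect itself was compared. At hyperplasia (WT at week 6, KO at week 8) the tumor effect was larger in WT mice by a median log2 difference of 0.945 for G2/M, 0.696 for S phase, 0.322 for DNA repair and 0.48 for fatty acid synthesis, all past the threshold of camera. Camera assumes that the genes of a list are nearly independent between mice. When that is not assumed the differences did not pass, with a fry adjusted p of 0.434 for the G2/M list, so genes that move together from mouse to mouse cannot be excluded as the source of the small camera p, and 3 tumors and 2 glands per group keep this open. Between the tumors alone, 1 of the 10 splits of the 3 WT and 3 KO tumors gave a p as small as the real one for G2/M and 1 of 10 for S phase, the smallest share that 10 splits allow. However, 5 of the other splits for G2/M and 7 for S phase also had a camera p under 0.05, although they mix the genotypes. The mice also differed in age. A real difference in proliferation between the genotypes stays open beside these.

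For fatty acid synthesis, 3 of the 10 splits gave a camera p as small as that between WT tumors of week 6 and KO tumors of week 8. The median difference between these tumors was -0.22, against the direction of the 0.48 in the tumor effect. A candidate explanation for the latter is therefore a higher level of these genes in the KO glands of week 8, which are 2 libraries, and not a higher level in WT tumors. Whether that gland level follows from the genotype or from these 2 mice was not tested.

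At week 8 the tumor effect was larger in WT mice by 0.385 for fatty acid synthesis, 0.156 for apoptosis and 0.0939 for fatty acid oxidation. At week 10 it was larger by 0.803 for S phase, 0.678 for G2/M and 0.312 for DNA repair. The lists rose little in WT tumors at week 10 (medians of 0.05, 0.31 and 0.12) and fell in KO tumors (-0.73, -0.36 and -0.18), where 3 of 3 tumors lay below both glands for these lists. Between the WT and KO tumors of week 10 themselves the medians were 0.0687 for S phase (camera adjusted p = 0.673), -0.0706 for G2/M (0.00787, with 0.877 under fry) and 0.0887 for DNA repair (0.749), with 1 of 3 WT tumors above and 1 below all KO tumors for each list. The larger tumor effect in WT mice thus lies in the level of the glands, 2 libraries per genotype, and not in higher levels in WT tumors. For these lists the splits were run on G2/M, S phase and fatty acid synthesis in 3 comparisons of WT and KO tumors, where 10 splits cannot exclude an accidental division of the mice, and not at week 10 of both. Between WT and KO tumors of week 8, 3 of 10 splits gave a p as small for G2/M, 1 of 10 for S phase and 9 of 10 for fatty acid synthesis. Between WT tumors of week 8 and KO tumors of week 10 these were 5, 1 and 8 of 10.

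The tumor effect at week 8 differed between the genotypes for 4 single genes, each with an adjusted p of 0.0811 in edgeR's quasi-likelihood test. These genes were chosen after their values were seen. Col5a3 fell by 4.77 on the log2 scale in WT tumors and by 0.32 in KO tumors (difference -4.46, standard error 0.797), and Zeb2 fell by 1.97 in WT and rose by 2.35 in KO tumors (-4.32, 0.769). Ntn1 rose by 2.03 and 0.45 (1.57, 0.267). Gm38223 was lower in WT tumors than in WT glands, and in KO tumors, with 9 to 15 reads against 0 in the glands, it was at least 1.92-fold higher. In the fits that each left out 1 tumor, the count of such genes was 0 without any of the 3 WT tumors or replicates 1 and 2 of the KO tumors (1785, 1891, 1906, 1874 and 1963 at an unadjusted p under 0.05), and 3 without replicate 3 of the KO tumors. It was 1 with the rRNA share in the model, 6 with DESeq2's size factors or filterByExpr, 47 on the groups compared only, 55 with DESeq2, 189 without a filter and 438 with DESeq2 on the groups compared only. In the fit of all libraries 2138 genes had an unadjusted p under 0.05. The call of these 4 genes thus changes with single tumors. Between WT and KO tumors of week 8 none of the 4 passed (Col5a3 -0.38, adjusted p = 0.803; Zeb2 -0.80, 0.523; Ntn1 0.56, 0.193; Gm38223 -1.23, 0.372). Much of the difference for Col5a3 and Zeb2 lies in the glands of week 8, with 138 ± 139 CPM in WT against 8.07 ± 2.3 CPM in KO glands for Col5a3 and 9.56 ± 10.1 against 0.836 ± 0.0434 CPM for Zeb2 (SD, n = 2 each). The 2 WT glands had 1767 and 11681 reads of Col5a3 and 110 and 825 of Zeb2, and no gland was left out in turn. Averaged over weeks 8, 10 and 12, Col5a3 was also higher in WT than KO glands (2.00 on the log2 scale, adjusted p = 0.00967), and Zeb2 did not pass (0.77, 0.339). For Col5a3 WT glands had 151 ± 98.7 against 24.9 ± 3.16 CPM in KO at week 10. At week 12 the order was the other way, with 13.8 ± 0.433 against 22 ± 1.25 CPM. With so few genes, no explanation was tested for them singly.

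The rRNA share of the libraries is not reported in the paper and reached 18.8% in a KO gland. The 3 KO tumors with a share under 0.5% scored with the WT tumors on PC2, with a mean difference of -1.27 (exact permutation test, p = 0.682, 3 KO against 10 WT tumors), and 25 below the other 6 KO tumors (exact p = 0.0119). This is what rRNA left after depletion, or a property of the libraries that goes with it, would give as the source of the WT and KO distance of tumors on PC2. In glands the 2 KO libraries under 0.5% still scored 17.7 above the 8 WT glands (exact permutation test, p = 0.0222). This argues against the share as the whole source there. The share leaves out mitochondrial rRNA, however. It made up 3.69% and 1.86% of the reads in these 2 libraries and 0.373% to 1.46% in WT glands. With mitochondrial rRNA counted in, rRNA stays open as a source in glands. Without the rRNA rows and Lars2 the PC2 score still followed the rRNA share in KO libraries (r = 0.813, permutation p = 0.00021). The WT minus KO difference over all libraries was then -17.2 (permutation p = 2e-05), against -19.3 with these rows. Genes that follow the share as closely stayed in, such as Gm15564 (r = 0.992) and Mir6236 (0.989), so the rRNA rows cannot be told apart from another source of the relation. Gm5182 had at most 9 reads in the 3 KO tumors that score with WT, 1 to 7 in the other KO tumors and 2 to 610 in WT tumors. Since a WT tumor had as few reads, this gene does not decide on a swap of labels. Of 546 genotype DEGs from a fit without these 3 tumors, 28.8%, 33.3% and 37.7% were nearer to the other KO tumors in them. In WT tumors that were not in the contrast giving the DEGs, this was 9.97% to 56.4%. Only replicate 2 of week 10 (46.5%) and the tumor of 12 weeks (56.4%) lay above the 3 KO tumors. The other WT tumors lay at 21.8% or less, under all 3. Each WT tumor of weeks 8 and 10 was judged on DEGs of a fit without it, 361 to 757 genes. The other KO tumors have a high rRNA share, which keeps this open, so these counts cannot tell a swap from correct labels. The paper reports no reads on exon 4 of Pthlh in any of its KO samples, which argues against a swap. Counts per gene cannot show that exon, so this was not checked here. 1700061I17Rik, Arntl2 and Muc1, given below, stood at KO levels in the KO tumors of weeks 8 and 10 with a low rRNA share, but were picked on these tumors. In Table S1 the mean mapping rate is 82.2% in KO and 89.3% in WT mice. Whether the quality of the RNA differed was not tested.

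The rRNA share also bears on single genes. With the log10 rRNA share in the model, 102 of the 187 DEGs between WT and KO tumors over ages and 48 of the 331 DEGs between glands kept their call. An effect linear in this share alone does not account for those. The other 85 and 283 lost it, and because nearly all libraries with a high share are KO, an effect of rRNA and an effect of the genotype cannot be told apart for them. The same holds for the 559 DEGs between WT tumors of week 6 and KO tumors of week 8, of which 52 were left. In the main fit, KO mice at week 8 had 909 tumor-gland DEGs, against 2139 in WT mice at week 6. With the rRNA share in the model these counts were 1085 and 2041, so the gap narrowed but stayed. An effect linear in the share does not account for the whole gap. The KO libraries of week 8 mix low and high shares, and such a term cannot restore power lost to that mix. The rRNA share thus stays open as a source of the smaller number.

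The paper gives no DEGs between the glands of the genotypes. Averaged over weeks 8, 10 and 12, 331 genes were DEGs between WT and KO glands, 184 higher and 147 lower in WT, with 4514 at an unadjusted p under 0.05. In 2 of 100 splits within ages, drawn from 108, as many DEGs were found. The other one swapped the genotypes of week 8 and gave 400. In tumors of weeks 8 and 10, 187 genes were DEGs, 52 higher and 135 lower in WT, and 3 of 100 splits gave as many, with 271 and 194 in the other 2. The split with 194 moved replicate 1 of the KO tumors at weeks 8 and 10, which have low rRNA shares, to the WT side together with 2 WT tumors moved the other way. The split with 271 exchanged replicate 2 of the WT and replicate 3 of the KO tumors at week 10, with rRNA shares of 0.447% and 2.06%. The division into genotypes is thus rarely matched. Leaving out 1 tumor at a time gave 53 (without KO week 8 replicate 2) to 585 (without KO week 8 replicate 1), and 122 or fewer for 8 of the 12 tumors. For the 4 comparisons of 3 WT with 3 KO tumors, with 559, 43, 3 and 7 DEGs, 1 of the 10 splits each gave as many, the real one, so these designs cannot give a smaller share. With only libraries under 0.5% of rRNA, 61 DEGs were found between tumors, 25 of them shared with the 187.

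The genes with the smallest adjusted p between glands were the pseudogene Gm5182 (6.05 higher in WT on the log2 scale, adjusted p = 0.000154, 6 of 6 WT glands above all KO glands, 91 to 925 against 0 to 9 reads), 1500015A07Rik (2.16, 0.000259, 6 of 6), Gm14584 (2.33, 0.000491, 6 of 6), mt-Nd2 (-1.32, 0.000552, 6 of 6 below) and Ppp1r2-ps1 (-1.67, 0.00154, 6 of 6 below). Between tumors they were Gm5182 (4.85, 0.000897, 5 of 6 above all KO tumors), Arntl2 (-1.92, 0.00117, 6 of 6 below), 1700061I17Rik (at least 10.6-fold lower in WT, with 0 to 1 against 17 to 40 reads, 0.00117), AA465934 (2.15, 0.00128, 5 of 6) and Muc1 (-3.34, 0.00128, 6 of 6 below). Gm5182, Gm14584 and Ppp1r2-ps1 are pseudogenes and 1500015A07Rik is an antisense gene, so their reads are uncertain. Gm5182 had 2 reads in replicate 2 of the WT tumors at week 8. A mislabelled library was argued against, since for 18.3% of 93 other DEGs this tumor was nearer to the KO mean, within the 1.08% to 20.4% of the other WT tumors.

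The floxed Pthlh allele came from another strain and was backcrossed, so DNA near Pthlh could differ between the genotypes whether or not PTHrP acts. Within 20 Mb of Pthlh lay 2 of the 187 tumor DEGs (1.07%, against 0.949% of the other genes, Fisher's exact test, p = 0.699), Stk38l (-0.67, adjusted p = 0.0215, 6 of 6 WT tumors below) and Arntl2. Both lie much nearer to Pthlh (147252101 to 147264183) than this window, with Stk38l at 146724995 to 146778812 and Arntl2 at 146796055 to 146833529. Arntl2 was also lower in WT than KO glands (-0.92, adjusted p = 0.0919 from edgeR). The test of the window leaves open whether these 2 genes owe their call to such DNA. For glands 3 of 331 DEGs lay within 20 Mb (Fisher's exact test, p = 1), so DNA near Pthlh does not account for the gland DEGs as a whole. Elsewhere in the genome, DNA that differs between the WT and KO colonies would give clusters of neighbouring DEGs. Of the tumor DEGs with a position, 44.9% had another within 2 Mb, more than 98.7% of 10000 random sets drawn from 5503 tumor-gland DEGs, and of the gland DEGs 57.6% did, more than 97.5%. These shares are consistent with such DNA differences, though neighbours that are regulated together or are copies of each other would give the same and were not separated. A response to PTHrP stays open beside them. Of the 24 mitochondrial genes 8 (33.3%) were gland DEGs.

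The WT tumor of 12 weeks, which Table S1 does not list, held 7489 reads on the polyomavirus row that contains PyMT, or 82.2 CPM, against a median of 15.4 CPM over the 19 tumors. It is a single library, and no explanation, technical or biological, was tested for this value.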

How the results depend on the processing

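The alternatives named here as added, which include those on the rRNA share, were chosen after the data were seen, and so were the tests of that share. In all, 197 results, 84 of them single genes in a comparison, were recomputed, which gave 1652 values. Among values under an alternative for comparisons as a whole, 304 stayed on the same side of the threshold or within 1.5 times the count, 79 moved further, 54 became weaker, 3 stronger and 12 reversed. For single genes 587 stayed, 70 became stronger, 10 weaker and 11 reversed. Leaving out 1 tumor at a time, 108 values of comparisons stayed, 51 moved further, 4 reversed, 4 became stronger and 1 weaker, and for single genes 318 stayed, 23 became weaker, 2 stronger and 11 reversed. For all changes given here the cause was not tested, unless it is stated.

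The main counts of tumor-gland DEGs were 2139, 3358 and 2240 in WT mice at weeks 6, 8 and 10 and 909, 2067 and 2233 in KO mice at weeks 8, 10 and 12. At a fold change over 2 they were 1686 in WT mice at week 6 and 710 in KO mice at week 8. Between tumors the counts were 559 (WT week 6 against KO week 8), 43 (week 8 both), 3 (WT week 8 against KO week 10) and 7 (week 10 both). The tumor effect differed for 0, 4 and 0 genes at hyperplasia, week 8 and week 10, with 2181, 2138 and 1423 at an unadjusted p under 0.05. The effect of the genotype over ages had 187 DEGs in tumors and 331 in glands.

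With DESeq2 in place of edgeR the tumor-gland count in KO mice at week 8 was 1695, or 1280 at a fold change over 2, and 1045 DEGs were shared by the 3 ages of KO mice. Between tumors there were 1680, 870, 40 and 60 DEGs in the order above, for the tumor effect 27, 55 and 13, and over ages 664 in tumors and 741 in glands. DESeq2 also shifted the median of all genes between WT and KO tumors of week 8 to -0.113, from 0.0489. With DESeq2 on the groups compared only, the tumor-gland counts were 3412 in WT mice at week 6 and 2256 in KO mice at week 8 (1576 at a fold change over 2), with 930 shared in KO mice. Between tumors there were 2338, 1685, 503 and 81, for the tumor effect 300, 438 and 41, and over ages 753 in tumors and 619 in glands.

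With edgeR on the groups compared only, the tumor-gland counts were 1416 in KO mice at week 8, 995 in WT mice at week 10 and 0 in KO mice at week 12 (3056 at an unadjusted p under 0.05), which left 0 shared in KO mice. Between tumors there were 1517, 503, 78 and 13, for the tumor effect 47 at week 8, and over ages 67 in glands. Without a filter on low counts, KO mice had 1613 at week 8 (1251 at a fold change over 2) and 1064 shared, the tumor comparisons 1210, 699, 77 and 97, the tumor effect 20, 189 and 29, and the effect over ages 573 in tumors and 722 in glands. With filterByExpr the first 2 tumor comparisons had 1085 and 224, and the effect over ages 323 in tumors and 509 in glands. A threshold of 1.5 on the log2 scale, which is stricter, gave 1357, 2145 and 1369 in WT mice and 539, 1253 and 1213 in KO mice. DESeq2's size factors in the edgeR fit left every count of DEGs within 1.5 times. They moved the share higher in WT from 57.1% to 80% (5 DEGs) at week 10 and from 25% to 16.7% for the tumor effect at week 8.

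With the rRNA share in the model (added), the tumor effect at week 8 differed for 1 gene, the tumor comparisons had 52 DEGs (WT week 6 against KO week 8), 20 (week 8 both) and 4 (week 10 both), and the effect over ages 116 in tumors and 52 in glands. Restricting the tumors to libraries low in rRNA (added) gave 61, with fewer libraries in the test.

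The labels number the replicates of each group 1 to 3, or 1 and 2, but nothing states that equal numbers share a litter or a day. Same-numbered libraries did not deviate together in most of 24 pairs, with correlations between -0.572 and 0.468, a median of -0.0595 and 4 over 0.1. The exceptions include both pairs of KO mice at week 8 (0.435 and 0.468), whose tumor and gland also share a low (0.00572% and 0.02236%) or high rRNA share (12.04% and 15.73%). The replicate number as a block, on the groups compared only, is therefore reported here alone. The block gave tumor-gland counts of 2248 and 804 in WT mice at weeks 6 and 10, 2865, 687 and 0 in KO mice at weeks 8, 10 and 12 (1170 at an unadjusted p under 0.05 in the last) and 1867 at a fold change over 2 in KO mice at week 8. With the block 589 DEGs were shared in WT mice and 0 in KO mice, the tumor comparisons had 903, 895 and 160 in their first 3, the tumor effect 5 at hyperplasia and 141 at week 8, and the glands 98 over ages.

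Leaving out 1 tumor at a time gave these ranges of counts. In WT mice at week 6 they ran from 1025 (without replicate 2) to 1819, or 813 (without replicate 2) to 1471 at a fold change over 2. In KO mice they ran from 411 (without replicate 3) to 950 at week 8, 337 (without replicate 3) to 747 at a fold change over 2, 1081 (without replicate 3) to 1965 at week 10 and 1448 (without replicate 2) to 2868 at week 12. WT tumors of week 6 against KO tumors of week 8 gave 1964 without KO replicate 1 and 17, 3, 16, 1 and 6 without the other tumors, week 8 of both 1061 without KO replicate 1 and 0 (without WT replicate 1) to 5 without the others, WT week 8 against KO week 10 gave 0 to 1, and week 10 of both 0 (without KO replicate 1) to 8. For the tumor effect they were 0 to 1 at hyperplasia (without WT replicate 2) and at week 8 they were 0 for 5 of the 6 tumors and 3 without KO replicate 3. Over ages the tumors had 53 (without KO week 8 replicate 2) to 585 (without KO week 8 replicate 1). The comparisons with KO tumors of week 8 thus rest most on single libraries.

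For the gene lists camera passed 51 of 78 pairs of list and comparison, 50 with DESeq2's size factors, 34 with Reactome sets, fry 10 and camera with the correlation estimated 0. Adjusted p under fry was 0.0516 for DNA repair, 0.0625 for G2/M, 0.0693 for S phase and 0.158 for fatty acid oxidation in WT mice at week 6. For KO mice at week 8 it was 0.434 for G2/M, 0.629 for S phase, 0.176 for oxidation and 0.191 for synthesis. For the tumor effect at hyperplasia it was 0.342 for DNA repair, 0.434 for G2/M, 0.357 for S phase and 0.108 for synthesis. Between WT tumors of week 6 and KO tumors of week 8 it was 0.283 for G2/M and 0.0898 for S phase, between tumors of week 8 it was 0.5, 0.357 and 0.0646 for G2/M, S phase and oxidation, with synthesis reversed (0.948), and for WT week 8 against KO week 10 it was 0.554 for S phase. Fry uses the spread between mice, and why it passed fewer lists than camera was not tested.

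With the correlation estimated, the adjusted p in WT mice at week 6 was 0.24 for DNA repair, 0.24 for G2/M, 0.266 for S phase, 0.209 for apoptosis and 0.395 for oxidation. For KO mice at week 8 it was 0.558 for G2/M, 0.753 for S phase, 0.395 for oxidation and 0.395 for synthesis. For the tumor effect at hyperplasia it was 0.35 for DNA repair, 0.407 for G2/M, 0.395 for S phase and 0.209 for synthesis. Between WT tumors of week 6 and KO tumors of week 8 it was 0.209 for DNA repair, 0.395 for G2/M and 0.24 for S phase, between tumors of week 8 it was 0.531 for G2/M, 0.407 for S phase and 0.226 for oxidation, and for WT week 8 against KO week 10 it was 0.626 for S phase.

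The Reactome sets differed in scope from the lists they replaced. For S phase the set was the whole cell cycle (486 genes tested), and for G2/M the G2/M checkpoints (51). A set that did not pass is thus no repeat of the same list. With these sets, camera's adjusted p no longer passed for G2/M (0.272) and S phase (0.204) in KO mice at week 8. The same held for S phase between WT week 8 and KO week 10 tumors (0.662) and oxidation between tumors of week 8 (0.386). In WT mice at week 6 it held for apoptosis (0.0628) and oxidation (0.662). Apoptosis newly passed between WT week 6 and KO week 8 tumors (3.88e-06) and for the tumor effect at hyperplasia (0.0408). The direction reversed for apoptosis (0.955) and oxidation (0.438) in KO mice at week 8, for oxidation between WT week 6 and KO week 8 tumors (0.459) and between WT week 8 and KO week 10 tumors (0.17), and for synthesis between WT week 8 and KO week 10 (0.955) and week 8 tumors (0.274).

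Leaving out 1 tumor at a time, the adjusted p was 0.000132 to 0.4 (without replicate 1) for S phase in KO mice at week 8, 0.034 (without replicate 3) to 0.067 for synthesis in WT mice at week 6, and 0.048 (without KO replicate 3) to 0.816 for G2/M between WT week 8 and KO week 10 tumors. For synthesis it was 0.0268 (without KO replicate 1) to 0.238 between WT week 6 and KO week 8 tumors. It was 0.0342 (without KO replicate 3) to 0.869 between WT week 8 and KO week 10 tumors, and 0.389 to 0.691 between tumors of week 8. In both comparisons with WT tumors of week 8, the direction reversed without WT replicate 2 and without KO replicate 1. For cell type lists fry (added) no longer passed for fibroblasts in WT mice at week 6 (0.369), macrophages in KO mice at week 8 (0.369) and between glands (0.378), luminal cells between glands (0.166) and basal cells between tumors (0.722).

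Single genes reversed as follows, in log2 fold change. For Scd1, tumors over ages, a difference near 0 (0.01) was -0.00505 with DESeq2, -0.00499 with DESeq2 on the groups compared only, -0.00506 with DESeq2's size factors, -0.000849 with filterByExpr, -0.00836 with the replicate block and -0.151 with the rRNA share (added), and -0.215 (without WT week 8 replicate 2) to 0.126 across tumors left out. C130071C03Rik, KO 8 weeks, was -0.0242 with the block and -0.398 (without replicate 2) to 0.507. Rps18-ps6, KO 8 weeks, was -0.183 with the rRNA share (added) and -1.27 (without replicate 1) to 0.64, and Rps18-ps4, KO 8 weeks, was -0.108 (without replicate 1) to 1.09. For the tumor effect, with the rRNA share (added), Kcnmb1, hyperplasia, was 0.0581, Myl9, hyperplasia, 0.429 and Prkg1, hyperplasia, 0.223, and without a tumor Myl9 was -0.661 to 0.665 (without KO replicate 1) and Prkg1 -0.594 to 0.0576 (without KO replicate 1).

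For DEGs of the genotype near Pthlh, the Fisher's exact p in tumors was 0.0178 with DESeq2 and 1 with a window of 40 Mb, where the direction reversed. In glands the direction reversed with DESeq2 (0.832), windows of 10 Mb (0.656) and 40 Mb (0.685), and the rRNA share (added, 0.391). In k-means, WT Cluster 1 held 172 of the Table S2 genes, against 352 of the own DEGs, and counting lncRNAs and pseudogenes together (added) gave 38 in WT-only Cluster 2, against 25. The correlation of A730020E08Rik and Ccser1 lost its call in glands on log2 CPM (0.458) and without 2 extremes (0.284), and in tumors without 2 extremes (0.319) and over the Table S1 libraries (0.406). Gm14133 and Syndig1 lost it in glands without 2 extremes (0.418).

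Depth limits genes with few reads. Gm50337 has 88 reads in all 14 glands, and folds of genes with at most 3 reads in a group are lower bounds. Leaving out a gland leaves 1 in its group, so no gland was left out and the gland counts have no such range.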

Differences from the paper's values

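No test in this part was chosen after its result was seen, and 2 alternatives, named below as such, were.

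The paper counts 1478 DEGs in KO mice at week 12, against 2233 here. Of the alternatives set before the data were examined, DESeq2's size factors (2207), DESeq2 on the groups compared only (1660) and a log2 fold change over 1.5 (1213) came within 1.5 times of the paper's count. DESeq2 on all libraries (2904), filterByExpr (2700), no filter (2667), edgeR on the groups compared only (0, with 3056 at an unadjusted p under 0.05) and the replicate block (0, with 1170) did not.

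In Fig. 2C, read by eye, the DEGs higher in tumors number about 620 in WT mice at week 8, against 1223 here, and none of the alternatives set before the data were examined for which this was computed closed the gap (1110 to 1593). They number about 490 in KO mice at week 10, against 938, where the replicate block (370) closed it and the others (894 to 1373) did not. They number about 630 in KO mice at week 12, against 1166, where DESeq2 on the groups compared only (835) closed it, and DESeq2's size factors (1044), DESeq2 (1454), filterByExpr (1397), no filter (1368), edgeR on the groups compared only (0) and the block (0) did not.

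Over the union of the ages, Fig. 2C, read by eye, shows about 1200 higher DEGs in WT mice, against 1859 here. Of the alternatives set before the data were examined, DESeq2's size factors (1782) and the replicate block (1580) closed the gap, and DESeq2 (2416), filterByExpr (2254), no filter (2154), edgeR on the groups compared only (2141) and DESeq2 on these groups (2378) did not. It shows about 900 in KO mice, against 1565, and no alternative closed this gap (1434 to 2058).

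The paper's k-means Cluster 1 holds 160 genes in WT mice, against 352 here. With the genes of Table S2 it held 172, and with the authors' normalized values (342) and on the log2 scale (333) the gap stayed. In KO mice the paper gives 50, against 85, and the log2 scale (75) closed the gap while the authors' values (86) and the Table S2 genes (80) did not. Genes in Cluster 1 of 1 genotype alone are 157 for WT and 47 for KO in the paper, against 349 and 82, for which no alternative was computed. For WT-only lncRNAs in Cluster 2 of Table S2 the paper gives 38, against 25. Counting pseudogenes with them gave 38, an alternative chosen after seeing the values.

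For Gm50337 and Scd1 the paper gives a correlation of 0.91, against 0.832 here. Log2 CPM values (0.922) and leaving out 2 extremes (0.866) closed the gap, and the Table S1 libraries (0.835) did not. For Rps18-ps4 and Rps18-ps6 the paper gives 0.71, against 0.543, and log2 CPM (0.851), the Table S1 libraries (0.542) and leaving out 2 extremes (0.482) did not close it.

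The paper finds more lower than higher DEGs at each stage. At week 12 in KO mice, 1166 were higher and 1067 lower. DESeq2's size factors gave the order of the paper (1044 higher, 1163 lower), and DESeq2 (1454, 1450), DESeq2 on the groups compared only (835, 825), filterByExpr (1397, 1303) and no filter (1368, 1299) did not. The paper reports more GFP than tdTomato in the sorted cells. The GFP row of the counts held 0 reads in all libraries, the tdTomato row 1 and the M_VENUS row 599 in all, and the tdTomato row with WPRE and polyA 1308 to 12706 per library. These reads do not give the ratio of the reporters. The paper describes the G2/M and fatty acid lists as active in WT and not in KO hyperplasia. The G2/M list of KO mice at week 8 rose by a median of 0.85 and the fatty acid oxidation list by 0.29 with camera, while the fatty acid synthesis list fell by 0.24 (adjusted p = 0.00111). Reactome's sets for the G2/M checkpoints (camera adjusted p = 0.272) and for fatty acid, triacylglycerol and ketone body metabolism (0.438) did not pass. These sets differ in scope from the lists. Under fry none of the 3 lists passed (0.434, 0.176 and 0.191). The paper describes apoptosis as active in KO mice, and it rose in WT mice as well, by 0.15 at week 6.

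The paper assigns Scd1, BC016548 and Elf5 to WT tumors alone. They rose in KO mice at week 8 by 1.80 (adjusted p = 0.0116), 1.79 (0.0572) and 1.65 (0.0559), which passes the threshold of 0.1. The paper also lists as changed at hyperplasia some genes that did not pass here. Myl9, KO 8 weeks (-1.98, adjusted p = 0.173) passed with DESeq2 (0.0682), no filter (0.00294), the replicate block (8.87e-07) and the rRNA share, chosen after seeing the values (0.0269), over alternatives that ranged up to 0.179. Kcnmb1, KO 8 weeks (-2.42, 0.141) passed with DESeq2 (0.066), DESeq2 on the groups compared only (3.14e-05), edgeR on these (0.0566), no filter (0.00318), the block (8.66e-07) and the rRNA share, chosen after seeing the values (0.0228), with others up to 0.127. In WT mice these were Syndig1, WT 6 weeks (2.11, 0.233), which passed with DESeq2 on the groups compared only (0.0954), with others up to 0.232. Gm26902, WT 6 weeks (2.53, 0.112) passed with DESeq2 (0.0312), DESeq2 on the groups compared only (0.00959), filterByExpr (0.0732), edgeR on the groups compared only (0.0287), no filter (0.0576) and the block (0.0855), with others up to 0.115. Ch25h, WT 6 weeks (2.13, 0.206) passed with DESeq2 (0.0792) and no filter (0.0431), with others up to 0.311. Foxd2os, WT 6 weeks (2.70, 0.138) passed with DESeq2 (0.0416), DESeq2 on the groups compared only (0.0287), filterByExpr (0.0925), edgeR on the groups compared only (0.0545) and no filter (0.0512), with others up to 0.166.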

Other observations

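In this part the tests of Gm50337 against Scd1, of the reporter rows and all statements on lncRNAs of the discussion were chosen after the results were seen. The tests of the other pairs and of the cGMP-PKG genes were set before.

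Lists of marker genes of cell types gave the following medians, with camera adjusted p. Fibroblast genes were lower in WT tumors than glands at weeks 6 (-2.00, 0.00963) and 8 (-3.57, 0.00194), where only 1 of 3 and 0 of 3 tumors lay below both glands, and not in KO mice at week 8 (0.81, 0.369, or 0.633 with genes at their bounds). Macrophage genes were higher in KO tumors at week 8 (1.20, 0.00745, or 1.17, 3 of 3 tumors above both glands) and in WT than KO glands (9 of 10 genes, 0.0303). Luminal genes were higher in WT than KO glands (0.30, 0.00866), lower in WT tumors at week 10 (-0.97, 0.00254, 3 of 3 below) and not changed past the threshold at week 6 (-0.37, 0.887). Endothelial genes were lower in WT tumors at week 10 (-1.26, 0.0303, or -1.02, 3 of 3) and KO tumors at week 10 (-1.85, 0.00275, or -1.56, 2 of 3), and lymphocyte genes in KO tumors at week 10 (-2.70, 0.00835, or -2.46 with genes at their bounds, 1 of 3). Adipocyte genes did not pass in WT mice at week 6 (-0.77, 0.925, or -0.993 with genes at their bounds) or in KO mice at week 8 (0.22, 0.95, or 0.122). Basal genes were lower in WT than KO tumors over ages (-0.56, 0.0264) and not past the threshold in glands (-0.22, 0.296). Under fry, whose adjusted p is the stricter one, only basal genes in the 6 tumor-gland comparisons and luminal genes in WT mice at week 10 (0.0446) passed. The basal and luminal lists hold genes of the mammary epithelium itself. Other cell types among the sorted cells and a difference between the mice both stay open for the other lists, and neither was tested further.

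The genes of cGMP-PKG signaling fell with basal genes in tumors. Within the 19 tumors their 4-gene mean followed the myoepithelial list (r = 0.865, permutation p = 1e-05, the smallest they can give), and within the 14 glands too (r = 0.884). A candidate explanation is therefore a smaller share of myoepithelial cells in tumors, which would lower both without a change of signaling in any cell. A change of signaling within the cells stays open.

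The 6 pairs of Table 1 were tested within tumors, since a difference between tumors and glands alone would give a correlation over all libraries. Within the 19 tumors r was 0.895 for BC016548 and Elf5, 0.676 for Gm26902 and Ch25h and 0.615 for Rps18-ps4 and Rps18-ps6. It was 0.534 for Gm14133 and Syndig1 and 0.508 for Gm50337 and Scd1. Each had a permutation p under 0.05, so the difference between the tissues alone does not account for these. The Rps18 pair leans on libraries near 0 reads, since r was 0.256 (permutation p = 0.198) among the 27 others of both tissues. Only for Gm14133 and Syndig1 among these pairs did the rank correlation within tumors not pass (rho = 0.439, permutation p = 0.0626). For A730020E08Rik and Ccser1 r was 0.487 (permutation p = 0.035), which did not hold without 2 extremes (0.319) or over the Table S1 libraries (0.406), so the 2 explanations cannot be told apart for it.

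Reads of Scd1 that were counted on Gm50337 could also give their correlation. The Gm50337 share of the reads varied more than sampling between tumors (chi-square 81.6, 18 degrees of freedom), but a spread between libraries does not exclude it. In the annotation the genes lie 11.7 kb apart and do not overlap, so the unstated strand setting does not bear on them. This argues against reads shared through an overlap. Scd1 reads placed on Gm50337 in another way were not tested. The paper also detected Gm50337 by qPCR in RNA that was not sequenced, which speaks for its own transcription.

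The GFP row had 0 reads although sorted cells carry the reporter. Near-identical reporter rows that share reads may leave them uncounted. The M_VENUS row held 599 reads over all libraries, fewer than the 177302 of the tdTomato row with WPRE and polyA and more than the 1 of the tdTomato row alone and the 94 of that with WPRE. The sequences of the rows are not given, so this cannot be told apart from cells without GFP transcripts.

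The discussion names lncRNAs whose values here are as follows, for tumors against glands. C130071C03Rik was at least 2.75-fold higher in WT mice at week 6 (adjusted p = 0.461), at least 10.5-fold at week 8 (0.0923) and higher by 5.14 on the log2 scale at week 10 (0.0395, 3 of 3 tumors above both glands), and in KO mice it was 0.05 at week 8 (adjusted p = 1, 1 of 3) and at least 52.7-fold higher at week 12 (0.00647, 10 to 649 against 0 reads). A730020E08Rik was at least 5.82-fold higher in WT mice at week 6 (0.0475) and 2.30 in KO mice at week 8 (0.195). H19 fell by 1.89 on the log2 scale in WT mice at week 6 (standard error 1.06, adjusted p = 0.414), by 0.99 at week 8 (0.674) and by 0.63 in KO mice at week 8 (0.888), with 3 of 3 tumors below both glands each time. Hotair had 9 reads over all libraries, under the limit for a test.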
